# Oligonucleotide Microarray Analysis of Dietary-Induced Hyperlipidemia Gene Expression Profiles in Miniature Pigs

**DOI:** 10.1371/journal.pone.0037581

**Published:** 2012-05-25

**Authors:** Junko Takahashi, Shiori Waki, Rena Matsumoto, Junji Odake, Takayuki Miyaji, Junichi Tottori, Takehiro Iwanaga, Hitoshi Iwahashi

## Abstract

**Background:**

Hyperlipidemia animal models have been established, but complete gene expression profiles of the transition from normal lipid levels have not been obtained. Miniature pigs are useful model animals for gene expression studies on dietary-induced hyperlipidemia because they have a similar anatomy and digestive physiology to humans, and blood samples can be obtained from them repeatedly.

**Methodology:**

Two typical dietary treatments were used for dietary-induced hyperlipidemia models, by using specific pathogen-free (SPF) Clawn miniature pigs. One was a high-fat and high-cholesterol diet (HFCD) and the other was a high-fat, high-cholesterol, and high-sucrose diet (HFCSD). Microarray analyses were conducted from whole blood samples during the dietary period and from white blood cells at the end of the dietary period to evaluate the transition of expression profiles of the two dietary models.

**Principal Findings:**

Variations in whole blood gene expression intensity within the HFCD or the HFCSD group were in the same range as the controls provide with normal diet at all periods. This indicates uniformity of dietary-induced hyperlipidemia for our dietary protocols. Gene ontology- (GO) based functional analyses revealed that characteristics of the common changes between HFCD and HFCSD were involved in inflammatory responses and reproduction. The correlation coefficient between whole blood and white blood cell expression profiles at 27 weeks with the HFCSD diet was significantly lower than that of the control and HFCD diet groups. This may be due to the effects of RNA originating from the tissues and/or organs.

**Conclusions:**

No statistically significant differences in fasting plasma lipids and glucose levels between the HFCD and HFCSD groups were observed. However, blood RNA analyses revealed different characteristics corresponding to the dietary protocols. In this study, whole blood RNA analyses proved to be a useful tool to evaluate transitions in dietary-induced hyperlipidemia gene expression profiles in miniature pigs.

## Introduction

Hyperlipidemia is well recognized as a risk factor for cardiovascular disease (CVD). As diet represents the most important determinant of hyperlipidemia, dietary animal models can be useful for the study of CVD progression [1]. High-fat, high-cholesterol, and high-sugar diets have been shown to induce hyperlipidemia, obesity, and insulin resistance in humans and rodents [2]–[4]. Dietary-induced hyperlipidemia pig models have also been established [5]–[11].

Compared to rodents, pigs are a useful animal model for elucidating the molecular mechanisms underlying the transition from a healthy state to the progression of diseases caused by hyperlipidemia because they are able to breed stably over a long period, and have a similar anatomy and digestive physiology to humans [12], [13]. In addition, miniature pigs are easier to breed and to handle than other non-primates are, making them a convenient species for preclinical tests [14]. In September 2003, the Swine Genome Sequencing Consortium (SGSC) was formed to promote pig genome sequencing under international coordination [15]. The swine research environment has been enhanced since members of the SGSC announced a completed swine genome map in November 2009 [16].

To evaluate temporal changes in gene expression profiles with the progression of dietary-induced alterations, minimally invasive blood sampling, which allows for the direct measurement of immune-responsive blood cells, excels over other invasive biopsy techniques for disease diagnostics and assessment of drug responses, as well as health monitoring. If biomarker candidate genes can be identified from blood analyses, these may be useful for diagnosis in humans. Use of whole blood is preferable to other specimens on two accounts. Firstly, RNA expression and degradation are susceptible to artificial manipulations such as cell separation and extraction. Whole blood manipulation can reduce these risks via the use of RNA blood collection tubes. Secondly, whole blood is an attractive prime tissue due to its critical role in immune responses, metabolism, and communication with cells and the extracellular matrix in almost all body tissues and organs. Whole blood will depart from the normal state when a considerable alteration occurs in some blood cell subpopulations, tissues, or organs. Moreover, blood samples can be obtained repeatedly from miniature pigs, and blood RNA contains an enormous amount of information on the expression of messenger RNA and non-coding functional RNA molecules that are not translated into proteins. Thus, analysis of blood RNA provides an opportunity to detect subtle changes in physiological state. We consider it particularly important to identify gene expression characteristics in whole blood. Microarray techniques allow the detection of genome-wide perturbations in response to different treatments and the measurement of various responses using a multitude of gene probes. Toxicogenomics, in which microarray techniques are specifically used in toxicology tests, has been widely recognized as one of the standard safety procedures for chemicals [17]–[19]. Gene expression microarrays have been used particularly for the screening of genes involved in specific biological processes of interest. Microarrays also allow the clustering of genes according to similar patterns of expression or functions. In this study, we conducted a series of whole blood microarray experiments to evaluate long-term alterations during 27-week feeding periods using specific pathogen-free (SPF) miniature pigs.

There are two main types of dietary protocols for hyperlipidemia pig models, one with cholesterol and animal lipids [5]–[9], and the other with cholesterol, animal lipids, and sucrose [10], [11]. Some studies have focused primarily on a subset of genes, but this approach cannot elucidate whole blood RNA profiles during the process of change. We selected two typical dietary protocols. One was a high-fat and high-cholesterol diet (HFCD) containing 15% lard and 2% cholesterol; the other was a high-fat, high-cholesterol, and high-sucrose diet (HFCSD) containing 15% lard, 2% cholesterol, and 37% sucrose. The present microarray analyses of whole blood were conducted according to the following aspects. The first analysis dealt with similarity among individuals based on the correlation coefficient. Variation among individuals of the same dietary group and between the different dietary periods was examined. The second analysis addressed the function of genes. Up- or down-regulated genes for each dietary protocol were examined by functional categorization. While whole blood RNA derives from white blood cell RNA, whole blood gene expression profiles may not entirely correspond to those of white blood cells [20]. White blood cell microarray analyses conducted at the end of each dietary period are greatly influenced by diet, and the variations between the expression profiles of white blood cells and whole blood were assessed for each dietary group.

## Results

### Characteristics of study subjects

Temporal changes in mean body weights for the 3 dietary groups are shown in Figure 1. One-way ANOVA analysis for dietary-related variation revealed no significant difference at any feeding period except at week 12. In this study, the term “week” refers to the dietary period and not to the period since birth, unless otherwise stated. Table 1 lists the fasting plasma triglyceride concentrations for the group fed the high-fat, high-cholesterol diet (HFCD) and the group fed the high-fat, high-cholesterol, and high-sucrose diet (HFCSD). Almost no changes were observed in fasting plasma triglyceride levels. Fasting plasma total cholesterol concentrations had increased in the HFCD group and the HFCSD group by week 5 of the feeding period (P<0.001) and were maintained between 350 and 1150 mg/dL from weeks 10–27 (Table 2). Fasting plasma high-density lipoprotein cholesterol (HDL-C) concentrations increased and showed significant differences (P<0.001) from weeks 10–27 between two dietary treatment groups and control (Table 3). Fasting plasma low-density lipoprotein cholesterol (LDL-C) concentrations also increased and showed significant differences from weeks 5–27 between two dietary treatment groups and control (Table 4). Fasting plasma glucose concentrations remained unchanged (Table 5). The number of white blood cells and the ratios of granulocytes (basophiles, eosinophils, neutrophils, lymphocytes, and monocytes) to white blood cells were not statistically significant among the three test groups (Table 6–[Table pone-0037581-t007] [Table pone-0037581-t008] [Table pone-0037581-t009] [Table pone-0037581-t010] 11). The liver (P<0.001) and spleen (P<0.01) weights were increased significantly compared to the controls in both the HFCD and HFCSD groups. In contrast, the heart, kidney, and stomach weights remained unchanged (Table 12).

**Figure 1:**
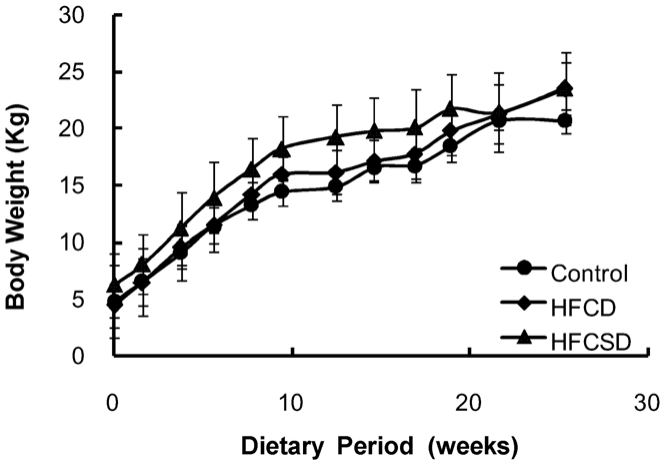
Subject body weights. **•** represents control, **⧫** represents HFCD, and ▴ represents HFCSD. Values correspond to means (SD).

**Table 1:** Fasting plasma triglyceride levels (mg/dL).

Time point (weeks)	Control	HFCD	HFCSD	*P* †
0	44.5±16.9	42.4±14.4	37.8±21.4	NS
5	25.3±7.2	22.0±22.0	19.5±9.3	NS
10	21.0±2.3	30.4±18.9	30.2±14.7	NS
14	10.8±5.6	7.4±5.0	6.0±3.2	NS
19	10.2±3.6	14.2±14.0	15.6±7.2	NS
23	16.8±7.6	8.2±3.6	8.6±3.2	<.05
27	8.0±2.3	7.2±3.4	12.0±13.5	NS

Values are mean ± SD. NS; not significant.

† *P* values were calculated using a one-way factorial ANOVA.

**Table 2:** Fasting plasma total cholesterol levels (mg/dL).

Time point (weeks)	Control	HFCD	HFCSD	*P* †
0	99.0±21.3	117.4±22.2	100.4±22.5	NS
5	103.8±4.8	620.0±292.6	605.0±131.2	<.001
10	81.2±11.1	780.0±239.3	619.0±205.3	<.001
14	54.4±12.4	646.7±141.4	480.3±43.3	<.001
19	54.6±11.9	745.4±172.7	874.6±208.4	<.001
23	54.2±16.9	562.6±144.9	654.4±219.2	<.001
27	53.0±8.8	541.4±148.5	689.4±267.3	<.001

Values are mean ± SD. NS; not significant.

† *P* values were calculated using a one-way factorial ANOVA.

**Table 3:** Fasting plasma HDL cholesterol levels (mg/dL).

Time point (weeks)	Control	HFCD	HFCSD	*P* †
0	39.3±11.8	50.3±14.8	41.9±11.5	NS
5	50.3±3.1	81.1±6.3	70.7±19.8	NS
10	41.1±5.9	105.2±30.2	96.2±19.6	<.001
14	36.2±5.4	99.3±21.4	106.3±14.9	<.001
19	30.6±7.6	100.3±22.7	117.9±19.8	<.001
23	31.4±8.7	122.3±8.2	110.7±14.2	<.001
27	29.1±4.5	119.2±12.1	106.6±14.6	<.001

Values are mean ± SD. NS; not significant.

† *P* values were calculated using a one-way factorial ANOVA.

**Table 4:** Fasting plasma LDL cholesterol levels (mg/dL).

Time point (weeks)	Control	HFCD	HFCSD	*P* †
0	56.8±11.1	68.4±20.6	56.4±12.9	NS
5	54.0±5.0	318.8±141.7	283.8±49.5	<.01
10	39.2±7.5	339.2±146.5	259.2±107.5	<.01
14	21.8±5.6	212.0±138.4	152.3±43.3	<.05
19	22.8±6.3	236.4±102.7	248.2±78.6	<.001
23	20.8±9.4	220.6±102.2	186.8±46.7	<.001
27	20.6±5.8	201.4±85.2	193.4±86.2	<.01

Values are mean ± SD. NS; not significant.

† *P* values were calculated using a one-way factorial ANOVA.

**Table 5:** Fasting plasma glucose levels (mg/dL).

Time point (weeks)	Control	HFCD	HFCSD	*P* †
0	111.8±12.0	122.6±48.5	119.2±21.9	NS
5	98.6±17.2	100.5±12.0	100.0±23.2	NS
10	93.8±15.7	91.8±27.0	83.0±11.1	NS
14	116.4±32.2	104.6±15.6	108.6±30.5	NS
19	92.4±10.5	95.0±13.1	88.8±25.5	NS
23	87.6±19.8	77.2±7.2	92.0±19.2	NS
27	81.6±7.7	89.6±14.6	101.0±13.0	NS

Values are mean ± SD. NS; not significant.

† *P* values were calculated using a one-way factorial ANOVA.

**Table 6:** White blood cell count (10^2^/µL).

Time point (weeks)	Control	HFCD	HFCSD	*P* †
0	45.8±11.4	61.8±17.1	65.0±16.3	NS
5	68.6±15.5	85.7±14.6	90.0±19.9	NS
10	67.6±12.5	70.8±23.0	78.4±11.1	NS
14	69.4±5.2	87.2±25.9	85.2±13.3	NS
19	68.0±14.8	69.6±12.4	83.4±13.7	NS
23	86.0±21.6	90.2±32.0	100.6±26.1	NS
27	61.8±15.2	75.8±18.6	62.6±34.4	NS

Values are the mean ± SD. NS; not significant.

† *P* values were calculated using a one-way factorial ANOVA.

**Table 7 pone-0037581-t007:** The ratio of basophils to white blood cells (%).

Time point (weeks)	Control	HFCD	HFCSD	*P* †
0	0.0±0.0	0.3±0.5	0.0±0.0	NS
5	0.2±0.4	0.0±0.0	0.2±0.4	NS
10	0.3±0.4	0.2±0.4	0.3±0.4	NS
14	0.2±0.4	0.0±0.0	0.4±0.5	NS
19	0.0±0.0	0.0±0.0	0.0±0.0	NS
23	0.2±0.4	0.0±0.0	0.0±0.0	NS
27	0.1±0.2	0.5±0.5	0.4±0.5	NS

Values are the mean ± SD. NS; not significant.

† *P* values were calculated using a one-way factorial ANOVA.

**Table 8 pone-0037581-t008:** The ratio of eosinophils to white blood cells (%).

Time point (weeks)	Control	HFCD	HFCSD	*P* †
0	2.8±2.6	2.8±1.5	2.0±2.2	NS
5	3.6±1.9	3.0±1.0	3.0±1.4	NS
10	3.1±1.4	3.2±1.3	4.1±1.7	NS
14	3.0±1.9	3.3±1.3	2.4±1.7	NS
19	5.0±2.7	4.1±0.7	5.6±1.8	NS
23	4.6±1.7	6.2±2.7	4.4±0.9	NS
27	2.8±0.8	3.1±1.9	3.4±1.1	NS

Values are the mean ± SD. NS; not significant.

† *P* values were calculated using a one-way factorial ANOVA.

**Table 9 pone-0037581-t009:** The ratio of neutrophils to white blood cells (%).

Time point (weeks)	Control	HFCD	HFCSD	*P* †
0	52.8±16.0	59.6±1.8	54.0±15.5	NS
5	53.8±9.8	55.0±1.0	60.2±3.8	NS
10	43.1±10.3	41.2±6.3	45.5±2.6	NS
14	44.8±7.4	53.0±11.9	51.4±6.1	NS
19	52.2±7.0	48.1±5.4	44.8±4.1	NS
23	56.2±9.2	51.6±3.0	50.6±9.9	NS
27	58.8±13.8	60.1±4.4	48.0±18.5	NS

Values are the mean ± SD. NS; not significant.

† *P* values were calculated using a one-way factorial ANOVA.

**Table 10 pone-0037581-t010:** The ratio of lymphocytes to white blood cells (%).

Time point (weeks)	Control	HFCD	HFCSD	*P* †
0	37.5±11.0	31.1±4.0	36.8±13.1	NS
5	34.8±10.5	36.3±3.5	30.4±2.9	NS
10	45.2±7.4	45.8±6.0	44.7±3.0	NS
14	44.6±9.3	36.2±10.7	39.2±6.4	NS
19	36.9±6.9	42.0±4.9	43.4±3.8	NS
23	33.6±7.6	34.0±2.9	39.6±10.2	NS
27	32.3±13.5	29.5±5.0	41.2±19,5	NS

Values are the mean ± SD. NS; not significant.

† *P* values were calculated using a one-way factorial ANOVA.

**Table 11:** The ratio of monocytes to white blood cells (%).

Time point (weeks)	Control	HFCD	HFCSD	*P* †
0	7.0±3.4	6.3±1.5	7.3±3.9	NS
5	7.6±3.1	5.7±2.5	6.2±1.8	NS
10	8.0±3.2	9.6±1.8	5.4±2.1	NS
14	7.4±1.5	7.5±0.9	6.6±2.3	NS
19	6.0±2.1	5.8±1.1	6.2±1.8	NS
23	5.4±1.3	8.2±1.9	5.2±2.1	N <.05
27	6.0±1.9	6.8±1.0	7.0±1.2	NS

Values are mean ± SD. NS; not significant.

† *P* values were calculated using a one-way factorial ANOVA.

**Table 12:** Effect of diet on organ weight of miniature pigs (g).

Organ	Control	HFCD	HFCSD	*P* †
Heart	149.7±5.5	163.3±4.2	153.7±22.9	NS
Liver	328.0±33.2	667.7±80.9	682.3±21.6	<.001
Kidney	86.3±7.5	99.0±12.5	97.7±4.9	NS
Stomach	169.3±15.2	181.7±13.8	180.0±26.5	NS
Spleen	36.3±3.1	72.0±12.2	74.7±13.3	<.01

Values are mean ± SD. NS; not significant.

† *P* values were calculated using a one-way factorial ANOVA.

### Microarray gene expression profiles – Correlation of gene expression

RNA analyses were conducted on blood samples obtained at weeks 10, 19, and 27 of the feeding periods to characterize the dietary effects on gene expression profiles in whole blood and white blood cells of miniature pigs. Each RNA sample was analyzed by aporcine gene expression microarray consisting of 43603 oligonucleotide probes.

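The 45 microarrays analyzed here comprise whole blood arrays of weeks 10, 19 and 27 and white blood cell arrays of week 27. Each group of 1 diet had 4 arrays, except HFCSD in whole blood at 19 weeks and HFCD and HFCSD in whole blood at 27 weeks, which had 3 arrays each. According to the paper's methods, 5 pigs per diet were fed from 12 weeks of age, HFCD contained 15% lard and 2% cholesterol, and HFCSD contained 37% sucrose as well. Every array was read in 1 colour, and the deposited values are the spot intensities that the Feature Extraction software wrote after it subtracted the background within the array. From these intensities, the log2 values were quantile normalized over the 45 arrays, which is the normalization the paper names. Spots marked as outliers by the software were left out and the spots of a probe were averaged. Spots marked by the software as well above background were counted as present here. This rule is stricter than the paper's, which takes as “absent” the spots below the background level, and the effect of a weaker flag is given with the other settings. Between 35.4% and 53.3% of the probe spots of an array were well above background, with a median of 43.9%. In whole blood at 27 weeks the median of this share was 48.0% in the control group, 46.0% in the HFCD group and 39.6% in the HFCSD group.

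The similarity of a pair of arrays is the Pearson correlation coefficient over the probes present on both. An array takes part in several pairs, so differences in similarity were tested by permuting the diet labels of the arrays, with the F statistic of Fisher's z over the pairs. Changes in single probes were tested with limma, fitted to the 3 diet groups of 1 sample type and feeding period, on probes that were present on every array of at least 1 of the groups compared, with two-sided p-values and Benjamini-Hochberg adjustment. Both diets were compared with the same control arrays, so the changes under the diets share the chance values of those arrays. The small number of arrays per group limits the precision of all these values.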

We evaluated variation in correlation coefficients among individuals on the same diet and between different diet groups. Pearson correlation coefficients were used for the correlation analysis. Correlation coefficients for 45 microarrays in total were obtained for a normalized signals log-scale after excluding “absent” spots, definition of “absent” were described in Materials and Methods. A color-coded pairwise correlation matrix is displayed in Figure 2.

**Figure 2:**
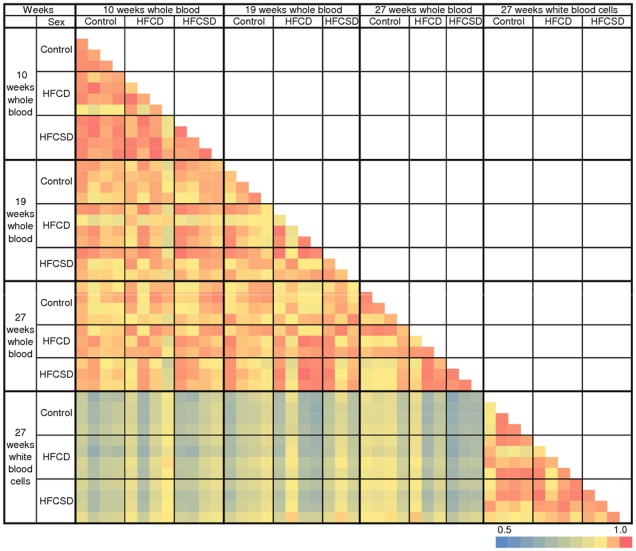
Correlation matrix of dietary-related gene expression profiles of whole blood and white blood cells. This color-coded correlation matrix illustrates pairwise correlations between the levels of gene expression in individuals. Probe sets with normalized signals (log-transformed and scaled) were used to calculate correlations between 45 arrays using Pearson correlation coefficient; signals flagged as “absent” were excluded. The color scale at the bottom indicates the strengths of the correlations.

Figure 3 illustrates the mean correlation coefficients for gene expression profiles among individuals within the same dietary group, showed the individual difference of the gene expression profiles within the dietary groups during dietary period. Figure 4 presents the mean correlation coefficients for gene expression profiles among different diet groups. The correlation coefficients of whole blood expression profiles within the same diet groups were 0.97 (0.01) (mean (standard deviation; SD)), 0.94 (0.05), and 0.97 (0.01) for the control, HFCD, and HFCSD whole blood at 10 weeks, 0.94 (0.03), 0.93 (0.06), and 0.95 (0.01) at 19 weeks, and 0.95 (0.02), 0.95 (0.03), and 0.98 (0.01) at 27 weeks, respectively. The correlation coefficients of white blood cell expression profiles within the same dietary groups were 0.94 (0.05), 0.95 (0.03), and 0.96 (0.02) for the control, HFCD, and HFCSD groups at 27 weeks, respectively. Using Fisher's Z-transformation to normalize the correlation distributions, no significant differences in correlation coefficients among dietary groups were observed at any period during the treatments. This indicates uniformity of dietary-induced hyperlipidemia for our protocols.

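Recomputed from the array files, the correlation coefficients within the control, HFCD and HFCSD groups were 0.969 (0.00713), 0.963 (0.0238) and 0.969 (0.0123) in whole blood at 10 weeks (mean (SD) over the pairs of arrays; permutation p = 0.962 for a difference between the diets). At 19 weeks they were 0.956 (0.0248), 0.918 (0.0564) and 0.964 (0.00786) (permutation p = 0.640), and at 27 weeks 0.961 (0.0209), 0.958 (0.0217) and 0.965 (0.0110) (permutation p = 0.944). In white blood cells at 27 weeks they were 0.955 (0.0218), 0.960 (0.0226) and 0.969 (0.00897) (permutation p = 0.826). A group of 4 arrays has 6 pairs and a group of 3 arrays has 3 pairs. The lowest mean, that of HFCD at 19 weeks, included replicate 1, whose mean correlation with the other HFCD arrays was 0.867. Without this array the permutation p at 19 weeks was 0.919. Of the other settings tried, leaving out control replicate 4 at 27 weeks moved these p-values most, to a permutation p of 0.196.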

**Figure 3:**
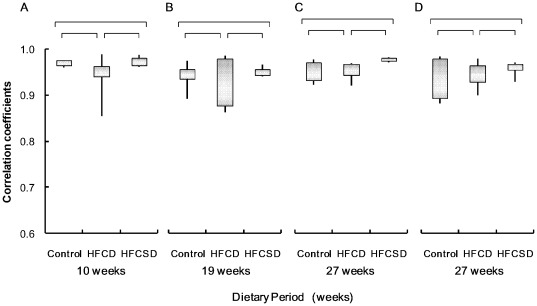
Summary of dietary-related correlation coefficients within the same diet groups. (A) Whole blood after 10 weeks. (B) Whole blood after 19 weeks. (C) Whole blood after 27 weeks. (D) White blood cells after 27 weeks. The bottom and top of the boxes represent the 25th and 75th percentiles respectively. The lower and upper whiskers denote the minimum and maximum values of the data. Using Fisher's Z-transform for normalization the correlation distribution, continuous variables were analyzed by one-way factorial ANOVA followed by Tukey-Kramer multiple comparisons test for multiple groups. Correlations were considered to be statistically significant when ANOVA test among all groups and t-test between 2 groups should p<0.05. NS; not significant.

**Figure 4:**
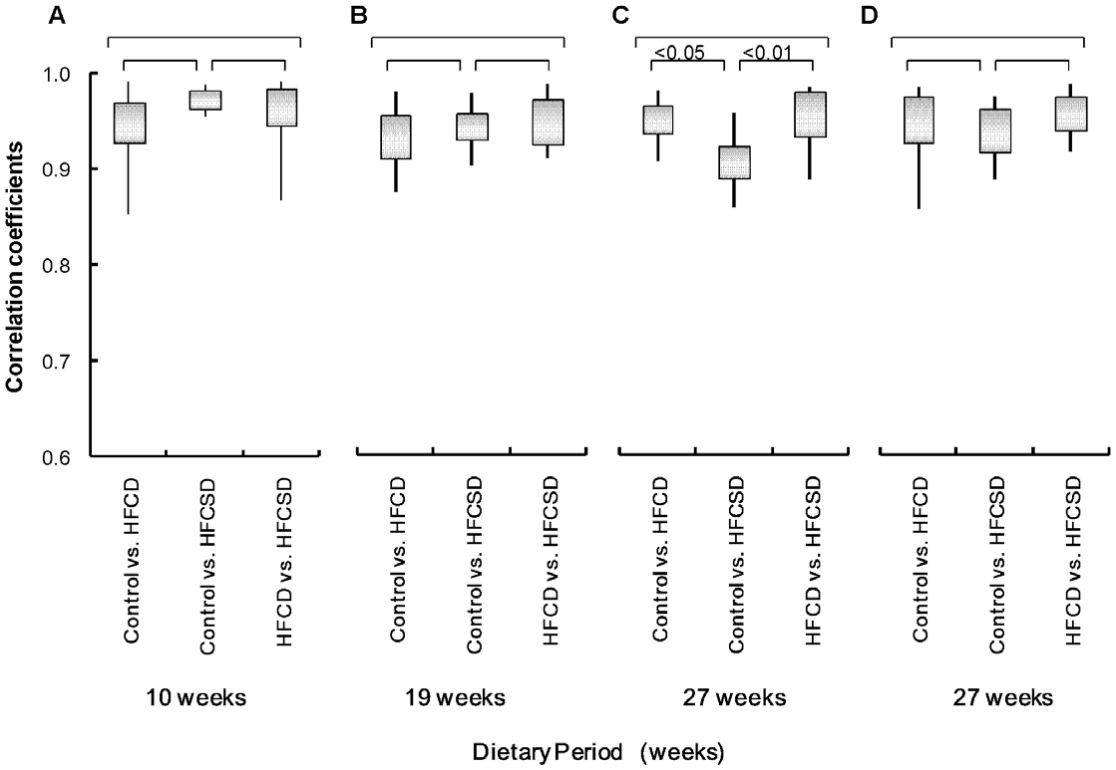
Summary of dietary-related correlation coefficients among different diet groups. (A) Whole blood after 10 weeks. (B) Whole blood after 19 weeks. (C) Whole blood after 27 weeks. (D) White blood cells after 27 weeks. The bottom and top of the boxes represent the 25th and 75th percentiles respectively. The lower and upper whiskers denote the minimum and maximum values of the data. Comparisons of the groups were made with the ANOVA test. NS; not significant.

Next, we analyzed expression profile correlations among the different diet groups. In Figure 4, “control vs. HFCD” represents the mean correlation coefficient between control and HFCD group individuals. The whole blood correlation coefficients among the different diet groups were 0.95 (0.04), 0.97 (0.01), and 0.96 (0.04) for control vs. HFCD, control vs. HFCSD, and HFCD vs. HFCSD at 10 weeks, 0.93 (0.03), 0.94 (0.02), and 0.95 (0.03) at 19 weeks, and 0.95 (0.03), 0.91 (0.03), and 0.95 (0.03) at 27 weeks, respectively. The white blood cell correlation coefficients among the different diet groups were 0.94 (0.04), 0.94 (0.03), and 0.96 (0.02) for control vs. HFCD, control vs. HFCSD, and HFCD vs. HFCSD at 27 weeks, respectively. 

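From the array files, the coefficients for control vs. HFCD, control vs. HFCSD and HFCD vs. HFCSD were 0.960 (0.0175), 0.973 (0.00827) and 0.963 (0.0248) in whole blood at 10 weeks (permutation p = 0.273 for a difference between the 3 kinds of pair). At 19 weeks they were 0.933 (0.0309), 0.948 (0.0167) and 0.943 (0.0171) (permutation p = 0.544). Control replicates 2 to 4 of this feeding period were scanned on another day than all other arrays of the period, and on the scan day of the diet arrays the means were 0.933, 0.928 and 0.943 over 4, 3 and 12 pairs. In white blood cells at 27 weeks the coefficients were 0.959 (0.0233), 0.957 (0.0137) and 0.967 (0.0146) (permutation p = 0.361).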

Correlations of whole blood expression profiles were statistically significant according to an ANOVA test among all groups at 27 weeks, as a low correlation coefficient was obtained for the control vs. HFCSD groups. This indicates HFCSD differs much from control group and slightly from HFCD 27 weeks in whole blood gene expression profiles.

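In whole blood at 27 weeks the array files gave correlation coefficients of 0.958 (0.0197) over the 12 pairs of control and HFCD arrays, 0.922 (0.0217) over the 12 pairs of control and HFCSD arrays and 0.949 (0.0296) over the 9 pairs of HFCD and HFCSD arrays. The permutation p for a difference between the 3 kinds of pair was 0.0181, and 0.163 after Benjamini-Hochberg adjustment over the 9 comparisons of similarity made in all. The methods' ANOVA, which treats the pairs as independent, gave a p of 0.00208. With the labels of all 3 diets permuted, control vs. HFCSD was lower than control vs. HFCD (permutation p = 0.000952) and lower than HFCD vs. HFCSD (permutation p = 0.0460). No difference between control vs. HFCD and HFCD vs. HFCSD was detected in this way (permutation p = 0.387). With each array left out in turn, the permutation p lay between 0.000794 (without HFCD replicate 1) and 0.0746 (without HFCSD replicate 2). All of these arrays were scanned on 1 day, on several slides. Among pairs on the same slide the means were 0.966 over 4 pairs, 0.915 over 3 pairs and 0.945 over 2 pairs, in the same order. The share of spots well above background was 38.8% to 39.7% on the HFCSD arrays, 38.9% on control replicate 4 and 46.5% to 50.2% on the other controls. From the low coefficient of control vs. HFCSD, the paper concludes that the HFCSD profiles moved far from control and less far from HFCD.

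**Figure D1:**
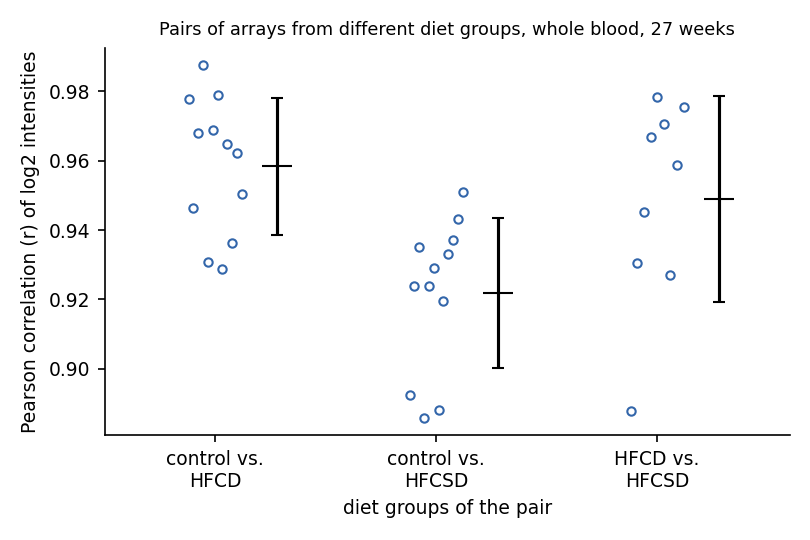
Pearson correlation coefficient of each pair of whole blood arrays from different diet groups at 27 weeks (points), with the mean and SD of each kind of pair (bars). The pairs of control and HFCSD arrays have the lowest mean, 0.922.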

Figure 5 displays the average correlation coefficients between whole blood and white blood cell expression profiles within the same dietary group. The correlation coefficients were 0.83 (0.04), 0.79 (0.07), and 0.74 (0.05) for control, HFCD, and HFCSD at 27 weeks, respectively. 

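In the array files, whole blood and white blood cells at 27 weeks had correlation coefficients of 0.880 (0.0332) over 16 pairs of control arrays, 0.870 (0.0355) over 12 pairs of HFCD arrays and 0.825 (0.0302) over 12 pairs of HFCSD arrays. With the diet labels of the arrays permuted in both sample types, the permutation p for a difference between the diets was 0.194, and 0.813 after adjustment over the 9 comparisons of similarity. For control against HFCSD alone it was 0.148. The methods' ANOVA on the pairs gave a p of 0.000300. Arrays of HFCSD whole blood had a mean coefficient of 0.799 with white blood cell arrays of the control group, and arrays of HFCSD white blood cells had one of 0.900 with whole blood arrays of the control group. RNA of the sample types was extracted with different kits, and their arrays were scanned on different days, so the level of these coefficients holds the difference between kits and days as well.

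**Figure D2:**
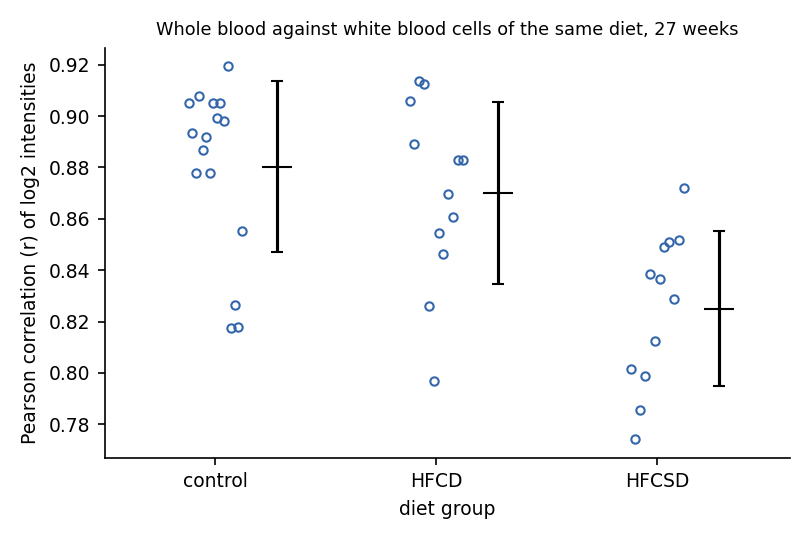
Pearson correlation coefficient of each pair of a whole blood and a white blood cell array of the same diet at 27 weeks (points), with the mean and SD for each diet (bars). Pairs of HFCSD arrays have the lowest mean, 0.825, and their range overlaps with those of the other diets.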

Significant differences were observed between the control and HFCSD groups according to an ANOVA analysis using Fisher's Z-transform (P<0.01).

**Figure 5:**
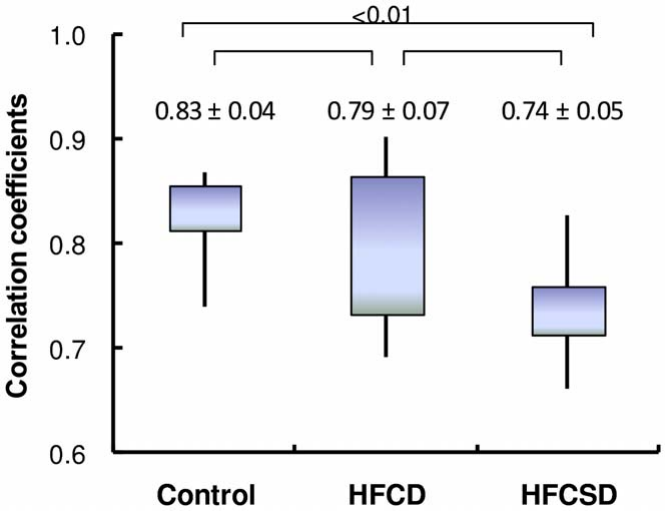
Correlation coefficients between whole blood and white blood cells within the same diet groups. Correlation coefficients were calculated between whole blood and white blood cells within the same diet group at 27 weeks feeding period. The bottom and top of the boxes represent the 25th and 75th percentiles respectively. The lower and upper whiskers denote the minimum and maximum values of the data. Comparisons of the groups were made with the ANOVA test. NS; not significant.

### Assigning known functions to gene expression - Gene ontology annotation

We identified up- and down-regulated genes and classified these according to function using information from the Gene Ontology (GO) Database to understand the observed differences in whole blood gene expression profiles for the different dietary groups. 

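By the paper's criterion for changed genes, on probes well above background, a fold change above 2 or below 0.5 with an unadjusted p under 0.05 in the methods' t-test, HFCD raised 107 probes and lowered 200 in whole blood at 10 weeks, 243 and 305 at 19 weeks, and 87 and 191 at 27 weeks. Under HFCSD, 18 probes rose and 4 fell at 10 weeks, 437 rose and 448 fell at 19 weeks, and 1572 rose and 555 fell at 27 weeks. In white blood cells at 27 weeks 82 probes rose and 36 fell under HFCD, and 227 rose and 101 fell under HFCSD. Of the other settings tried, using all probes without the filter on dim probes moved these counts most, to 208 probes for HFCSD at 10 weeks. With the weaker flag for presence, nearer to the paper's rule, it was 187.

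With limma and adjustment over the 16198 to 19105 probes tested per comparison, far fewer probes passed. In whole blood HFCD raised 4 probes and lowered 1 at 10 weeks, raised 2 and lowered 1 at 19 weeks, and raised 3 and lowered 0 at 27 weeks, where 1008 probes had an unadjusted p under 0.05. With the scan day as a block, since controls 2 to 4 at 19 weeks were scanned on another day than the diet arrays, 0 probes passed for HFCD at 19 weeks and 974 had an unadjusted p under 0.05. HFCSD raised 2 probes and lowered 0 at 10 weeks, where 280 probes had an unadjusted p under 0.05, and raised 2 and lowered 1 at 19 weeks. At 27 weeks HFCSD raised 1161 probes and lowered 663 of the 17135 tested. This count was 95 without control replicate 1, 104 without HFCSD replicate 1 and 2834 without control replicate 4. It was 0 when the share of spots well above background on each array was added to the model, an alternative chosen after seeing the data in which 2839 probes had an unadjusted p under 0.05. The methods' t-test with Benjamini-Hochberg adjustment, without this term, passed 142 probes. In white blood cells HFCD raised 4 probes and lowered 1, and HFCSD raised 5 and lowered 2.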

Top-ranked genes with fold changes in expression greater than 2.0 (p<0.05; HFCD, Table 13; HFSCD, Table 14) and less than 0.5 (p<0.05; HFCD, Table 15; HFSCD, Table 16) were selected at 10, 19, and 27 weeks. Genes TC440907, TC448587 (ABCA1), and TC438339 were ranked highest in HFCD and HFCSD during the dietary period. These genes were analyzed using the Database for Annotation, Visualization and Integrated Discovery (DAVID; Table 17, HFCD; Table 18, HFCSD). As a result, the GO categories of many genes up-regulated at the end of the 19-week dietary period in both HFCD and HFCSD groups were related to nucleotide binding (GO: 0000166, GO: GO: 0005524, 0005525, GO: 0017076, GO: 0019001, GO: 00032553, GO: 00032555, GO: 0032561). 

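The array's annotation describes probe A_72_P079266 as similar to mouse ATP-binding cassette 1, sub-family A, member 1 (ABCA1). It is the only probe with this gene name and was well above background on all control and diet arrays. In whole blood at 10 weeks its normalized log2 intensity was 9.50 (0.18) (mean (SD)) in 4 control arrays, 11.89 (0.43) in 4 HFCD arrays and 11.48 (0.23) in 4 HFCSD arrays. These are log2 fold changes of 2.38 (standard error 0.22, limma adjusted p = 0.00122) and 1.98 (standard error 0.21, limma adjusted p = 0.0106). At 19 weeks the log2 fold changes were 2.27 under HFCD and 2.36 under HFCSD (limma adjusted p = 0.00935 and 0.0234), and at 27 weeks 2.42 and 2.29 (limma adjusted p = 0.00206 and 0.00409). In white blood cells at 27 weeks they were 2.42 and 2.53 (limma adjusted p = 0.000201 and 0.000149). In all 8 comparisons every diet array lay above every control array. With each array left out in turn, the log2 fold change stayed between 1.90 and 2.64, and 49 of the 61 values passed adjustment, the highest limma adjusted p being 0.251. Under the other settings it stayed between 1.88 and 2.57, and 51 of 56 values passed, the highest limma adjusted p being 0.453, for HFCSD at 19 weeks. With the share of spots well above background as a covariate, chosen after seeing the data, the log2 fold changes of 2.29 for HFCD at 19 weeks and 2.47 for HFCSD at 27 weeks in whole blood did not pass (limma adjusted p = 0.0543 and 0.0572), and those of the other 6 comparisons did. Among the probes that rose by the paper's criterion, ordered by fold change, ABCA1 was at places 8, 11 and 8 under HFCD and 5, 6 and 476 under HFCSD in whole blood at 10, 19 and 27 weeks, and at places 4 and 37 in white blood cells. TC440907 and TC438339 are not analysed here.

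**Figure D3:**
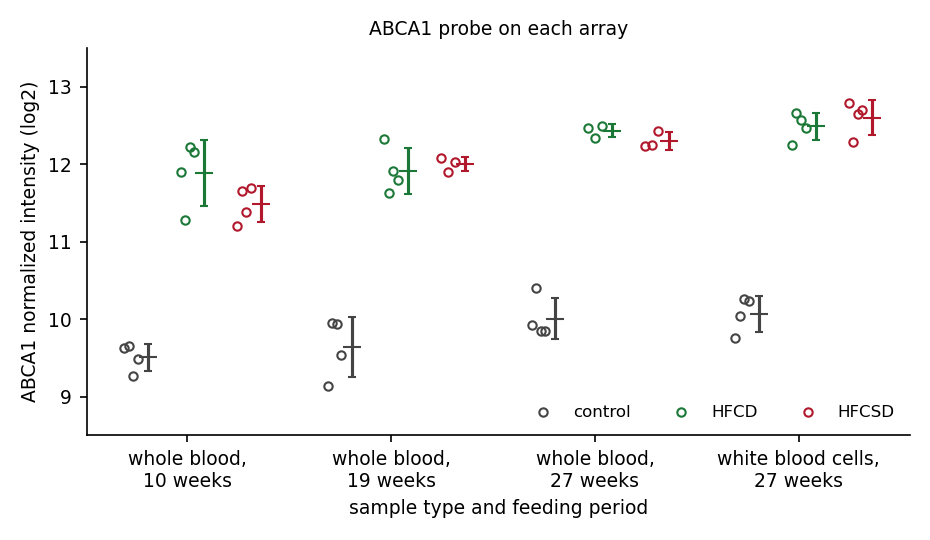
Normalized log2 intensity of the ABCA1 probe on each array by sample type, feeding period and diet (points), with the mean and SD of each group (bars). The control arrays lie between 9.14 and 10.41 and the HFCD and HFCSD arrays between 11.20 and 12.79.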

The GO categories of gene up-regulated after 19 weeks in the HFCD group only were related to catabolic processes (GO: 0009057, GO: 0019941, GO: 0030163, GO: 0043632, GO: 0044257, GO: 0044265,). Many genes down-regulated after 27 weeks in both HFCD and HFCSD groups were in the GO categories related to biological adhesion (GO: 0007155, GO: 0022610). In addition, many genes down-regulated at the end of the 27-week dietary period in the HFCSD group only were related to steroid metabolism and lipid biosynthesis (GO: 0006694, GO: 0008202, GO: 0008203, GO: 0008610, GO: 0016125, GO: 0016126).

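The gene ontology annotation behind these categories is not analysed here. A list of 22 genes of cholesterol metabolism had 7 genes on the array, of which 6 were tested in whole blood at 27 weeks. Under HFCSD their mean log2 change was -1.15 and their median -1.21, against a median of -0.21 over all 15887 genes and unnamed probes of the test. The set test camera gave a p of 0.101 and an adjusted p of 0.414 over 101 tests of lists and comparisons. The set test fry gave a p of 0.000767 and an adjusted p of 0.0130. Of the 9 probes tested, 5 passed over all probes and 6 when adjusted over the list alone, all of them lower. SQLE, squalene epoxidase, fell from 7.10 (0.31) in 4 control arrays to 4.85 (0.49) in 3 HFCSD arrays, a log2 change of -2.25 (standard error 0.28, limma adjusted p = 0.00717), and was well above background on 2 of the HFCSD arrays. Without any 1 of the arrays its change lay between -2.43 and -1.97. Under 7 other settings it lay between -2.39 and -1.06 and passed adjustment in all 7. The probes of MSMO1, a sterol oxidase, changed by -1.75 and -2.15 (limma adjusted p = 0.0242 and 0.0360). For each of these 2 probes, 2 of the 7 fits with an array left out passed adjustment. Under 7 other settings their changes lay between -1.75 and -0.89 and between -2.17 and -0.63, with 6 and 5 past adjustment. With the share of spots well above background as a covariate, no probe of the list passed. INSIG1 went the other way on the mean of its probes, with a log2 change of 0.43. The mean of the list was below 0 under both diets at all feeding periods. In whole blood it was -0.57, -0.64 and -0.70 under HFCD at 10, 19 and 27 weeks, and -0.55 and -0.63 under HFCSD at 10 and 19 weeks. In white blood cells it was -0.61 under HFCD and -0.67 under HFCSD. The adjusted p of fry was 0.0387 for either diet at 10 weeks, and 0.0387 and 0.0313 for HFCD and HFCSD in white blood cells. It was 0.170 and 0.201 at 19 weeks and 0.0619 for HFCD at 27 weeks in whole blood. By fry the fall of the list was therefore not limited to HFCSD at 27 weeks in whole blood, and by camera no comparison passed adjustment.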

**Table 13:** Top 10 significantly up-regulated genes in HFCD.

Whole blood at 10 weeks			Whole blood at 19 weeks			Whole blood at 27 weeks			White blood cells at 27 weeks		
TIGR or Unigene ID	Gene Symbol	Fold Change	TIGR or Unigene ID	Gene Symbol	Fold Change	TIGR or Unigene ID	Gene Symbol	Fold Change	TIGR or Unigene ID	Gene Symbol	Fold Change
TC440907		5.8	TC440907		7.7	TC440907		8.5	TC410790	IRG6	5.9
TC438339		5.7	TC506587		6.2	TC487165	CXCL10	7.3	TC448587	ABCA1	5.3
TC448587	ABCA1	5.3	TC448587	ABCA1	4.8	TC441966	UPK2	5.9	TC440907		5.1
TC414205		3.8	TC407415	MX2	4.7	TC410790	IRG6	5.5	TC447991		4.3
TC407338	MX1	3.4	Ssc.51683	ABCB4	4.3	TC448587	ABCA1	5.3	TC438339		4.0
TC432467		3.1	TC426495		4.3	TC438339		5.1	TC453638		4.0
TC407865		2.9	TC438339		4.0	TC490662	ROMO1	4.7	TC450749		3.5
TC448870		2.9	TC450749		3.9	TC506587		4.4	TC407748	PCD1B	3.4
TC467477	SERPING1	2.7	TC425970	LGALS9	3.8	TC427843		3.6	TC426495		3.3
TC445197		2.6	TC450410		3.8	TC453638		3.6	Ssc.48813		3.2

**Table 14:** Top 10 significantly up-regulated genes in HFCSD.

Whole blood at 10 weeks			Whole blood at 19 weeks			Whole blood at 27 weeks			White blood cells at 27 weeks		
TIGR or Unigene ID	Gene Symbol	Fold Change	TIGR or Unigene ID	Gene Symbol	Fold Change	TIGR or Unigene ID	Gene Symbol	Fold Change	TIGR or Unigene ID	Gene Symbol	Fold Change
TC448587	ABCA1	4.0	TC487165	CXCL10	15.7	NP411727	GRK7	17.9	Ssc.9135		20.1
TC438339		4.0	TC440907		8.4	TC490662	ROMO1	16.9	TC434357		11.6
TC440907		3.8	TC509090		5.1	TC417023		15.6	TC511398		8.5
TC411549		3.1	TC448587	ABCA1	5.0	TC480907		13.5	TC473927		7.1
TC472367		2.4	TC450410		4.9	TC444971		13.3	Ssc.24568		6.7
TC433245		2.1	TC438339		4.5	TC511837		12.7	TC448587	ABCA1	5.7
			TC470851		4.5	TC423285		12.2	TC438339		4.9
			TC480583		4.4	Ssc.46601		11.8	TC440907		4.8
			TC410790	IRG6	4.3	Ssc.56049		11.5	TC430783		4.4
			Ssc.5472		4.1	Ssc.35808		11.2	TC512775		4.3

**Table 15:** Top 10 significantly down-regulated genes in HFCD.

Whole blood at 10 weeks			Whole blood at 19 weeks			Whole blood at 27 weeks			White blood cells at 27 weeks		
TIGR or Unigene ID	Gene Symbol	Fold Change	TIGR or Unigene ID	Gene Symbol	Fold Change	TIGR or Unigene ID	Gene Symbol	Fold Change	TIGR or Unigene ID	Gene Symbol	Fold Change
TC431538		0.2	TC418697		0.1	TC427825		0.2	TC415077		0.2
TC409256		0.2	TC502826		0.1	TC416132		0.2	TC417273		0.2
TC437880		0.2	TC407798	WNT10B	0.2	TC463385		0.2	Ssc.25428		0.3
Ssc.31818		0.2	TC433727		0.2	Ssc.50105		0.3	Ssc.56656	SQLE	0.3
TC434967		0.3	TC495620	IL18	0.2	Ssc.67286		0.3	TC436654		0.4
TC423396		0.3	TC503806		0.2	TC462549		0.3	TC491413		0.4
TC440884		0.3	TC468870		0.2	TC409660		0.3	TC407223	MYO7A	0.4
TC443308		0.3	TC410474		0.2	TC414897	CNN1	0.3	TC478649	PFKFB1	0.4
Ssc.46725		0.3	TC466297	MGP	0.2	TC423618		0.3	TC473047		0.4
Ssc.38146		0.3	TC449799		0.2	TC494014		0.3	TC446195		0.4

**Table 16:** Top 10 significantly down-regulated genes in HFCSD.

Whole blood at 10 weeks			Whole blood at 19 weeks			Whole blood at 27 weeks			White blood cells at 27 weeks		
TIGR or Unigene ID	Gene Symbol	Fold Change	TIGR or Unigene ID	Gene Symbol	Fold Change	TIGR or Unigene ID	Gene Symbol	Fold Change	TIGR or Unigene ID	Gene Symbol	Fold Change
Ssc.56656	SQLE	0.3	TC491388	CCL3L1	0.2	TC442299		0.2	TC491413		0.2
TC426935		0.4	TC407798	WNT10B	0.2	TC407798	WNT10B	0.2	TC414897	CNN1	0.2
Ssc.47297		0.4	TC486323		0.3	Ssc.56656	SQLE	0.2	TC443738		0.2
Ssc.58815		0.4	Ssc.36434		0.3	TC471905		0.3	TC421743		0.2
Ssc.32174		0.4	TC452410	MAOA	0.3	TC429709		0.3	TC412754		0.2
TC452974		0.4	Ssc.56656	SQLE	0.3	TC472114		0.3	TC463385		0.3
TC477452		0.5	TC413430		0.3	TC423826		0.3	TC477521		0.3
TC418062		0.5	TC410474		0.3	TC458674		0.3	NP7655660		0.3
TC491240		0.5	TC509046		0.3	TC417970		0.3	TC442860	TPM1	0.3
TC495442		0.5	Ssc.61167		0.3	TC437991		0.3	TC417854		0.3

**Table 17:** Functional classes of up- or down-regulated genes between HFCD and control.

Weeks	Induction/Repression	Category	Accession	Term	%	P-value
10	Induction	GO MF	GO:0003924	GTPase activity	28.6	1.9e−02
10	Induction	KEGG		complement and coagulation cascades	28.6	2.2e−02
19	Induction	GO MF	GO:0032555	purine ribonucleotide binding	13.6	3.9e−03
19	Induction	GO MF	GO:0032553	ribonucleotide binding	13.6	3.9e−03
19	Induction	GO MF	GO:0000166	nucleotide binding	15.3	4.0e−03
19	Induction	GO MF	GO:0003924	GTPase activity	5.1	4.7e−03
19	Induction	GO MF	GO:0017076	purine nucleotide binding	13.6	6.2e−03
19	Induction	GO BP	GO:0019941	modification-dependent protein catabolic process	5.1	1.9e−02
19	Induction	GO BP	GO:0043632	modification-dependent macromolecule catabolic process	5.1	1.9e−02
19	Induction	GO BP	GO:0044257	cellular protein catabolic process	5.1	2.5e−02
19	Induction	GO BP	GO:0051603	proteolysis involved in cellular protein catabolic process	5.1	2.5e−02
19	Induction	GO MF	GO:0032561	guanyl ribonucleotide binding	6.8	2.6e−02
19	Induction	GO MF	GO:0019001	guanyl nucleotide binding	6.8	2.6e−02
19	Induction	GO MF	GO:0005525	GTP binding	6.8	2.6e−02
19	Induction	GO BP	GO:0030163	protein catabolic process	5.1	2.7e−02
19	Induction	GO BP	GO:0044265	cellular macromolecule catabolic process	5.1	3.5e−02
19	Induction	GO BP	GO:0009057	macromolecule catabolic process	5.1	4.9e−02
27	Induction	KEGG		Toll-like receptor signaling pathway	14.3	1.4e−02
10	Repression	GO MF	GO:0004857	enzyme inhibitor activity	11.1	1.6e−02
10	Repression	GO MF	GO:0004866	endopeptidase inhibitor activity	8.3	4.8e−02
19	Repression	GO BP	GO:0002684	positive regulation of immune system process	7.9	1.3e−02
27	Repression	GO BP	GO:0007155	cell adhesion	11.1	9.6e−03
27	Repression	GO BP	GO:0022610	biological adhesion	11.1	9.6e−03
27	Repression	KEGG		steroid biosynthesis	5.6	4.0e−02

GO MF; GO molecular function, GO BP; GO biological process, Kegg; Kegg pathway.

**Table 18:** Functional classes of up- or down-regulated genes between HFCSD and control.

Weeks	Induction/Repression	Category	Accession	Term	%	P-Value
19	Induction	GO MF	GO:0000166	nucleotide binding	13	3.7e−04
19	Induction	GO MF	GO:0032555	purine ribonucleotide binding	9.8	5.1e−03
19	Induction	GO MF	GO:0032553	ribonucleotide binding	9.8	5.1e−03
19	Induction	GO MF	GO:0017076	purine nucleotide binding	9.8	8.2e−03
19	Induction	GO MF	GO:0005524	ATP binding	6.5	4.8e−02
27	Repression	GO BP	GO:0016125	sterol metabolic process	8.5	4.9e−04
27	Repression	KEGG		steroid biosynthesis	6.4	1.7e−03
27	Repression	GO BP	GO:0008202	steroid metabolic process	8.5	2.3e−03
27	Repression	GO BP	GO:0016126	sterol biosynthetic process	6.4	2.4e−03
27	Repression	KEGG		ECM-receptor interaction	8.5	4.0e−03
27	Repression	GO BP	GO:0008203	cholesterol metabolic process	6.4	9.9e−03
27	Repression	GO BP	GO:0006694	steroid biosynthetic process	6.4	1,1e−02
27	Repression	GO BP	GO:0055114	oxidation reduction	12.8	1.5e−02
27	Repression	GO BP	GO:0007155	cell adhesion	8.5	1.7e−02
27	Repression	GO BP	GO:0022610	biological adhesion	8.5	1.7e−02
27	Repression	GO BP	GO:0008610	lipid biosynthetic process	6.4	4.8e−02

GO MF; GO molecular function, GO BP; GO biological process, Kegg; Kegg pathway.

To investigate potential reasons for the differences in gene expression among the diet groups during the dietary period, Chi-square tests were performed to identify whole blood GO categories for each treatment group vs. the control group. The expected values represented the number of up- and down-regulated genes bearing all GO annotations at each period of the diet, and the observed values represented the number of up- and down-regulated genes bearing each specific GO term. A difference of p<0.05 between groups was considered significant. To identify up- and down-regulated genes, we compared levels of expression for each gene between the control vs. HFCD groups and between the control vs. HFCSD groups at each period using Student's *t*-tests. As the lowest number of genes for which the expectation frequency reached 1 or higher was 140 according to the conditions of observed value, the GO terms, which involve more than 140 genes, were used for the Chi-square tests. The results of the Chi-square tests for up- and down-regulated genes are listed in Tables 19–[Table pone-0037581-t020] [Table pone-0037581-t021] 22. The correlation coefficients of constituent gene between whole blood and white blood cells at 27 weeks were calculated for each GO term.

**Table 19:** Predominant GO terms for which the ratio changed in HFCD and HFCSD.

			Induction/Repressions		Correlation coefficients between whole blood and white blood cells at 27 weeks		
Accession	GO term	Number of genes	HFCD	HFCSD	Control	HFCD	HFCSD
GO:0006954	inflammatory response	155	Repression	Induction/Repression	0.92±0.03	0.97±0.02	0.95±0.02
GO:0000003	reproduction	310	Induction	Induction/Repression	0.91±0.02	0.93±0.03	0.88±0.03

Values are mean ± SD.

**Table 20 pone-0037581-t020:** Predominant GO terms for which the ratio changed in HFCD.

				Correlation coefficients between whole blood and white blood cells at 27 weeks		
Accession	GO term	Number of genes	Induction/Repression	Control	HFCD	HFCSD
GO:0006936	muscle contraction	212	Induction/Repression	0.91±0.03	0.91±0.02	0.91±0.02
GO:0007626	locomotory behavior	207	Induction/Repression	0.88±0.04	0.92±0.05	0.86±0.04
GO:0007517	muscle organ development	199	Repression	0.94±0.05	0.95±0.02	0.94±0.02
GO:0008152	metabolic process	145	Repression	0.93±0.02	0.92±0.05	0.96±0.03

Values are mean ± SD.

**Table 21 pone-0037581-t021:** Predominant GO terms for which the ratio changed in HFCSD.

				Correlation coefficients between whole blood and white blood cells at 27 weeks		
Accession	GO term	Number of genes		Control	HFCD	HFCSD
GO:0006412	Translation	253	Induction/Repression	0.90±0.02	0.92±0.03	0.87±0.03
GO:0009792	embryonic development ending in birth or egg hatching	432	Induction/Repression	0.92±0.02	0.93±0.03	0.90±0.02
GO:0006118	electron transport	200	Induction/Repression	0.82±0.07	0.77±0.09	0.83±0.11
GO:0006366	transcription from RNA polymerase II promoter	209	Induction/Repression	0.96±0.02	0.98±0.01	0.97±0.01
GO:0040010	positive regulation of growth rate	207	Induction	0.92±0.02	0.92±0.04	0.86±0.04
GO:0007166	cell surface receptor linked signaling pathway	185	Repression	0.97±0.01	0.93±0.06	0.97±0.01
GO:0002119	nematode larval development	374	Induction	0.91±0.02	0.93±0.03	0.88±0.03
GO:0006886	intracellular protein transport	191	Induction	0.91±0.06	0.86±0.08	0.86±0.07
GO:0001666	response to hypoxia	189	Repression	0.95±0.02	0.95±0.03	0.92±0.02
GO:0040007	Growth	332	Induction	0.91±0.02	0.93±0.03	0.88±0.03

Values are mean ± SD.

**Table 22:** Predominant GO terms for which the ratio unchanged in HFCD or HFCSD.

			Correlation coefficients between whole blood and white blood cells at 27 weeks		
Accession	GO term	Number of genes	Control	HFCD	HFCSD
GO:0007165	signal transduction	527	0.89±0.04	0.89±0.07	0.80±0.05
GO:0008283	cell proliferation	353	0.91±0.03	0.87±0.07	0.83±0.05
GO:0007267	cell-cell signaling	321	0.94±0.02	0.95±0.03	0.92±0.02
GO:0008285	negative regulation of cell proliferation	288	0.95±0.03	0.87±0.08	0.83±0.06
GO:0006468	protein amino acid phosphorylation	266	0.95±0.01	0.94±0.02	0.90±0.03
GO:0008284	positive regulation of cell proliferation	262	0.92±0.04	0.96±0.02	0.90±0.03
GO:0006916	anti-apoptosis	224	0.91±0.03	0.93±0.03	0.89±0.02
GO:0042493	response to drug	218	0.93±0.03	0.93±0.05	0.85±0.04
GO:0007399	nervous system development	210	0.82±0.06	0.82±0.08	0.74±0.04
GO:0006508	Proteolysis	210	0.90±0.04	0.93±0.03	0.94±0.04
GO:0006470	protein amino acid dephosphorylation	198	0.91±0.07	0.90±0.09	0.84±0.06
GO:0000122	negative regulation of transcription from RNA polymerase II promoter	193	0.93±0.03	0.91±0.04	0.89±0.03
GO:0015031	protein transport	190	0.95±0.03	0.96±0.02	0.94±0.03
GO:0009887	organ morphogenesis	186	0.93±0.03	0.93±0.05	0.92±0.01
GO:0006357	regulation of transcription from RNA polymerase II promoter	179	0.93±0.04	0.94±0.04	0.89±0.03
GO:0001764	neuron migration	174	0.96±0.01	0.95±0.02	0.93±0.01
GO:0007264	small GTPase mediated signal transduction	157	0.97±0.01	0.94±0.05	0.99±0.00
GO:0007275	multicellular organismal development	151	0.95±0.03	0.93±0.04	0.91±0.02
GO:0007420	brain development	150	0.89±0.10	0.89±0.09	0.88±0.09
GO:0043066	negative regulation of apoptosis	145	0.94±0.04	0.95±0.02	0.93±0.01

Values are mean ± SD.

Table 19 lists the GO terms for which significant differences were observed in the HFCD and HFCSD groups relative to the expected values. Inflammatory response elements (GO:0006954) were repressed in the HFCD group, and were both induced and repressed in the HFCSD group. The correlation coefficients between whole blood and white blood cells for expression levels of inflammatory response genes were 0.92 (0.03), 0.97 (0.02), and 0.95 (0.02) for the control, HFCD, and HFCSD groups, respectively. Genes involved in reproduction (GO:0000003) were induced in the HFCD group, and were both induced and repressed in the HFCSD group. The correlation coefficients for expression levels of genes involved in reproduction between whole blood and white blood cells were 0.91 (0.02), 0.93 (0.03), and 0.88 (0.03) for the control, HFCD, and HFCSD groups, respectively.

Table 20 lists the GO terms for which significant differences were observed in the HFCD group compared to the expected values. Muscle contraction (GO:0006936) and locomotor behavior (GO:0007626) elements were both induced and repressed. Muscle organ development (GO:0007517) and metabolic processes (GO:0008152) were repressed.

Table 21 lists the GO terms for which significant differences were observed in the HFCSD group compared to the expected values. Translation (GO:0006412), embryonic development ending in birth or egg hatching (GO:0009792), electron transport (GO:0006118), and transcription from the RNA polymerase II promoter (GO:0006366) elements were both induced and repressed. Positive regulation of growth rates (GO:0040010), nematode larval development (GO:0002119), intracellular protein transport (GO:0006886) and growth (GO:0040007) elements were induced. A cell surface receptor-linked signaling pathway (GO:0007166) and responses to hypoxia (GO:0001666) were repressed.

Table 22 lists the GO terms for which ratios to the expected values were unchanged in the HFCD and HFCSD groups. In addition, the ratios of up- and down-regulated genes to the each observed values were unchanged at 27 weeks.

Figure 6 depicts a scatter plot of correlation coefficients between whole blood and white blood cells for each GO term, selected for the Chi-square tests, at 27 weeks of each dietary treatment group relative to the control group. The slope of the HFCD to the controls regression line was 1.007 (p<0.001). The slope of the HFCSD to the controls regression line was 1.097 (p<0.001), indicating that the correlation coefficients between whole blood and white blood cell expression levels for many GO terms were low. The predominant GO terms with low correlation coefficients in the HFCSD group were nervous system development (GO:0007399), biological processes (GO:0008150), signal transduction (GO:0007165), regulation of transcription, DNA-dependent (GO:0006355), and cell proliferation (GO:0008283). In contrast, the predominant GO terms with high correlation coefficients in the HFCSD group were skeletal system development (GO:0001501), small GTPase mediated signal transduction (GO:0007264), synaptic transmission (GO:0007268), cell surface receptor linked signaling pathway (GO:0007166), and transcription from the RNA polymerase II promoter (GO:0006366).

**Figure 6:**
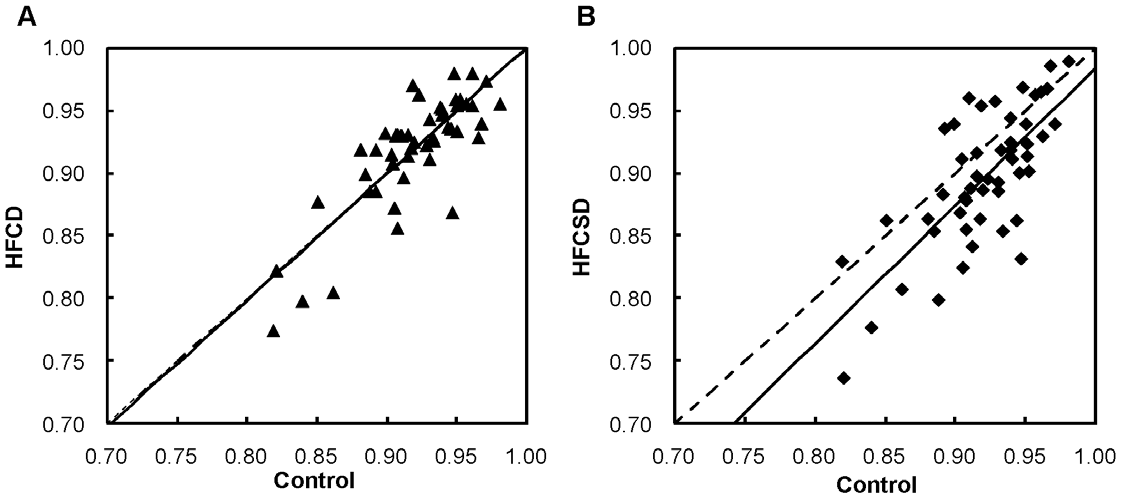
Scatter plot of dietary-related correlation coefficients. (A) Control vs. HFCD. (B) Control vs. HFCSD. The correlation coefficient between whole blood and white blood cells after 27 weeks of each GO tem was plotted for each spot. The solid line represents the regression line. The dashed line represents the slope equal to 1.

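Computed from the group means of the normalized intensities at 27 weeks, the ratio of white blood cells to whole blood had a median of 1.13 over 19022 probes in the control group, 1.15 over 19414 probes in the HFCD group and 1.33 over 19689 probes in the HFCSD group. The ratio was below 0.2 for 5.27%, 6.78% and 8.63% of the probes, and between 0.2 and 0.5 for 11.8%, 13.0% and 9.55%. It was between 0.5 and 0.8 for 13.2%, 12.4% and 9.96%, and 0.8 or above for 69.7%, 67.8% and 71.9%. Summed, the shares below 0.5 were 17.1%, 19.8% and 18.2%, with an SD of 2.54, 1.99 and 1.23 percentage points between the white blood cell arrays of each diet. These differences between diets are of the size of the spread between arrays and were not tested. With background subtracted by normexp the shares below 0.5 were 7.82%, 9.04% and 10.3%. Quantile normalization sets the total signal of all arrays equal, so a ratio is relative to the other probes of the array. The EST profiles of liver, adipose tissue and muscle are not analysed here. In their place, a list of liver marker genes, of which the same 4 were measured in each diet, had a median ratio of 0.930 in the control, 0.815 in the HFCD and 0.523 in the HFCSD group. The ratios of these 4 genes ran from 0.487 to 2.02 in control and from 0.145 to 2.32 in HFCSD. Of the 14 liver genes on the array, 9 were well above background on no HFCSD whole blood array and 3 on all of them. The median of 4 genes therefore does not decide whether liver RNA was present. The genes measured of the lists for adipose tissue and skeletal muscle differed between the diets, so their ratios are not compared.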

The intensity ratio of white blood cells to whole blood is a contribution indicator of the white blood cell RNA to whole blood gene expression. To focus on obesity-related organs, i.e., the liver, adipose tissue, and muscle, the relative numbers of ESTs for these organs to blood ESTs for each gene were calculated using EST profiles from the Unigene NCBI database of the transcriptome. The normalized EST values increase when the contribution indicator is small, as shown in Figure 7.

**Figure 7:**
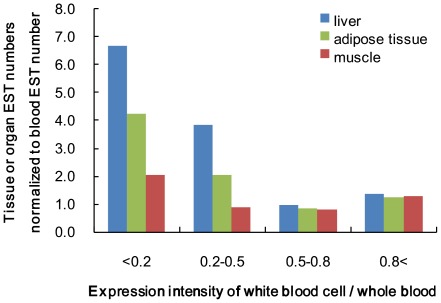
The relation of tissue or organ ESTs to the white blood cell contribution indicator. The X-axis indicates the expression intensity ratio of white blood cells to whole blood for each gene as the white blood cell contribution indicator in our experiments. The Y-axis indicates the liver, adipose tissue, or muscle EST numbers normalized to the blood EST number of each gene in Unigene, an NCBI database of the transcriptome.

## Discussion

This study aimed to evaluate the transition of gene expression profiles caused by dietary-induced hyperlipidemia through blood microarray analyses of miniature pigs during a 27-week dietary period.

Dietary-induced hyperlipidemia miniature pig models have previously been established. There are 2 main types of dietary protocol, one containing cholesterol and animal lipids [5]–[9], and the other containing cholesterol, animal lipids, and sucrose [10], [11]. Some studies have focused their attention on certain kinds of candidate genes with specific functions, but this has not clarified a complete projection of whole blood RNA profiles of the transitions caused by diet-induced hyperlipidemia. Excessive exposure to dietary fats and/or sugars is an essential factor in the initiation of obesity and metabolic syndrome-associated pathologies, two typical conditions associated with diet-induced hyperlipidemia. The fasting plasma total cholesterol level increased within a month, and then, either remained high or decreased in the high-fat and high-cholesterol diet (HFCD) models [5], [6], [9]. In contrast, fasting plasma total cholesterol levels increased throughout the dietary period in the high-fat, high-cholesterol, and high-sucrose diet (HFCSD) models [11]. Therefore, in the present study, hyperlipidemia was induced by the administration of a high-fat and high-cholesterol diet or a high-fat, high-cholesterol, and high sucrose diet to Clawn miniature swine.

Fasting plasma lipid values increased rapidly and were maintained at a high level during the 27-week feeding period under both feeding treatments. However, fasting plasma glucose concentrations remained unchanged. The liver and spleen weights increased significantly after the 27 weeks, and fatty livers were reported based on autopsies of individuals from both treatment groups. There was no significant difference in body weight, hematology, or other biochemical aspects of blood between individuals from the 2 dietary treatments.

### Gene expression profiles of dietary-induced hyperlipidemia for whole blood RNA

We used whole blood to evaluate the transition of gene expression profiles. Whole blood RNA is easy to handle compared to isolated white blood cell RNA. In addition, whole blood contains a heterogeneous mixture of subpopulations of blood cells. Associated changes will be reflected on whole blood RNA once a great change has occurred in the composition and expressing condition of subpopulations, tissues, or organs. We previously evaluated the “healthy state” gene expression profile by whole blood microarray analyses of miniature pigs of different age groups, and identified characteristics of age-related gene expression by taking into account the change in the number of expressed genes by age and the similarities of gene expression intensity between individuals [21]. The report on the healthy state of miniature pigs found that the correlation coefficients within the same age groups were 0.87 (0.04), 0.93 (0.03), 0.98 (0.01), and 0.96 (0.02), for the fetal stage, and for 12-, 20-, and 30-week-old male pigs, respectively. Variation in gene expression was greatest for younger subjects and diminished with age. These results indicate that uniformity of laboratory animals can be expected in miniature pigs after 20 weeks of age.

In this study, feeding treatments commenced when the pigs were 12 weeks old, RNA analysis was conducted on whole blood sampled after 10, 19, and 27 weeks of the feeding period, and on white blood cell RNA after 27 weeks. Variation in whole blood gene expression intensity among individuals within either the HFCD or the HFCSD group was in the same range as that of the controls at any period, indicating uniformity of dietary-induced hyperlipidemia expression profiles in miniature pigs.

### Effects of white blood cells on whole blood gene expression profiles in dietary-induced hyperlipidemia

Most of the nucleated cells in blood are white blood cells such as neutrophils, T cells, B cells, and monocytes. Min et al. reported highly correlated results (r^2^ = 0.85) for 8,273 genes expressed in both whole blood RNA and peripheral blood mononuclear cell (PBMCs) RNA samples from healthy volunteers [20]. Other researchers have conducted a large-scale genome-wide expression analysis of white blood cell subpopulations [22]. That study indicated that correlation coefficients for T cells and monocytes among different healthy subjects were 0.98 (0.01) and 0.97 (0.01), respectively. However, the correlation coefficient between T cells and monocytes for the same subjects (n = 5) was 0.88 (0.01), indicating varied correlations between white blood cell subpopulations [22]. We believe that no effects of composition ratio of white blood cell subpopulations were observed in our study, because the ratios of granulocytes (neutrophils, eosinophils, and basophils), lymphocytes, and monocytes to white blood cells were statistically insignificant among the three test groups.

In previous studies, tumor-derived RNA was detected in the circulation of cancer patients [23], [24]. It has also been demonstrated that fetal RNA can be detected in maternal plasma [25]. These results indicate that whole blood RNA may contain RNA originating from the tissues and/or organs. Hyperlipidemia is one of the risk factors associated with atherosclerosis. Atherosclerosis was induced by the administration of a high-fat and high-diet to Göttingen miniature swine for a 6-month period [5]. The liver and spleen weights were increased significantly compared to the controls in both the HFCD and HFCSC groups in our experiment at the end of each dietary period. Thus white blood cell microarray analyses were conducted at the end of each dietary period, as the tissues and/or organs, such as the liver, spleen, and blood vessels, were presumed to be influenced by dietary treatment.

The average white blood cell correlation coefficients within the HFCD and HFCSD groups were in the same range as that of the controls after the 27-week feeding period. However, variation in whole blood gene expression intensity between the HFCSD group and the control group was statistically significant, whilst variation in white blood cell gene expression intensity between the HFCSD group and the control group was not significant after the 27-week feeding treatments. In addition, the HFCSD correlation coefficient between whole blood and white blood cells after 27 weeks was significantly lower than that of the control and HFCD groups.

The intensity ratio of white blood cell gene expression to that of whole blood shows the contribution of white blood cell RNA to whole blood RNA samples. The intensity ratio of white blood cells to whole blood is, therefore, considered as the contribution indicator. We assume that the low intensity ratio of white blood cell to whole blood gene expression indicates a greater contribution of tissues and/or organs RNA to whole blood RNA. We then compared the EST numbers of the tissue or organ with the contribution indicator, focusing on obesity-related organs such as the liver, adipose tissue, and muscle. The number of gene ESTs for each tissue or organ normalized to blood ESTs becomes greater when the contribution indicator is small. As a result, we suggest that RNAs originating from tissues and/or organs are present in whole blood.

### Characteristics of gene expression profiles in dietary-induced hyperlipidemia

It is generally acknowledged that excessive exposure to dietary lipids disrupts the homeostasis of cellular metabolism and triggers an inflammatory response in adipose tissue [26]. An enhanced inflammatory response has been observed in the livers of mice fed on high-fat diets and in skeletal muscles of Otsuka Long-Evans Tokushima Fatty (OLETF) rats using microarrays [27]. We examined dietary-induced transitions of gene expression profiles for genes bearing GO terms. Major changes included an induction of proteins involved in catabolic processes and protein metabolism after a 19-week dietary period, especially in the HFCD group, and a reduced expression of proteins involved in steroid metabolism and lipid biosynthesis after a 27-week dietary period, especially in the HFCSD group.

In whole blood samples, some genes involved in inflammatory responses (GO: 0006954) were down-regulated in the HFCD group, whilst some genes involved in inflammatory responses were up-regulated and others were down-regulated in the HFCSD group.

It has been established that skeletal muscle is an obesity-related organ, such as the liver and adipose tissue, in association with insulin resistance [26], [28], [29]. Indeed, 2 out of 4 GO terms (muscle contraction, GO: 0006936, muscle organ development, GO: 0007517) that were statistically significant in the HFCD group were related to muscle function. Genes involved in reproduction (GO: 000003) were induced in the HFCD group, and were either induced or repressed in the HFCSD group. Asexual reproduction is the process by which an organism creates a genetically similar or identical copy of itself without the contribution of genetic material from another individual, and some genes involved in asexual reproduction are linked to the repair of damaged organs. Genes involved in translation (GO: 0006412), positive regulation of growth rate (GO: 0040010), and growth (GO: 004007) were induced in the HFCSD group, and these processes are also linked to organ repair. Meanwhile, GO terms that were statistically significant in the HFCSD group were mainly associated with cellular volatility, such as cellular activity, cell growth, or cellular responses.

We examined correlations between whole blood and white blood cells for genes bearing GO terms. The correlation coefficients for each GO term were calculated for the control, HFCD, and HFCSD groups after the 27-week feeding treatments. As a result, GO terms related to white blood cell function, including inflammatory responses (GO: 0006954), and cell surface receptor-linked signaling pathways (GO: 0007166) show high correlation coefficients in the control and dietary groups. In contrast, GO terms related to the repair of damaged organs, including translation (GO: 0006412), positive regulation of growth rate (GO: 0040010), and growth (GO: 004007), show low correlation coefficients in the HFCSC group.

The differences in the scatter plot regression slopes between the HFCD and control treatments and between the HFCSD and control treatments did not indicate a decrease in the extraction efficiency of RNA due to inhibitory substances in blood. In a previous study of microarray cDNA expression profiles using 23 healthy porcine tissue specimens, a large portion of the genes exhibited tissue-specific expression in agreement with mappings to gene descriptions [30]. In our study, the minimum correlation coefficient for each GO term was 0.737 (0.038), while the maximum was 0.989 (0.004), indicating different values related to functions. The reason for the lower correlation may be due to the differences in gene expression between blood cells and organs, and because a stronger tendency for a decrease in correlation strength was observed in the HFCSD group as compared to the HFCD group. Our EST profile analysis also supported this assumption.

Statistically significant differences in fasting plasma lipids and glucose levels between the HFCD and HFCSD groups were not observed. However, blood RNA analyses demonstrated differences in the characteristics of dietary components between these groups. By considering variation in the dietary-induced hyperlipidemia gene expression profiles of miniature pigs, we have established that whole blood RNA analyses can be used in practical applications. The blood RNA diagnostics under development may eventually be useful for monitoring human health.

## Materials and Methods

### Animals

Fifteen 12-week-old, male Clawn miniature pigs were housed individually in cages of 1.5 m^2^ at the breeder's specific pathogen-free (SPF) facility (Japan Farm Co., Ltd, Kagoshima, Japan) for 27 weeks. Body weights at the beginning of the experiment were 5.1 (2.6) kg (mean (standard deviation; SD)). During this period, 5 pigs were fed with 450 g/day standard dry feed (Kodakara73, Marubeni Nisshin Feed Co., Ltd., Tokyo Japan), and had unlimited access to water (control group). Five pigs were fed a high-fat, high-cholesterol diet containing 15% lard and 2% cholesterol (HFCD group). The 5 remaining pigs were fed a high-fat, high-cholesterol and high-sucrose diet containing 15% lard, 2% cholesterol, and 37% sucrose (HFCSD group). During dissections, the heart, liver, kidney, stomach, and spleen were excised and weighed immediately.

### Hematology and clinical chemistries

Blood samples were collected from the superior vena cava after 5, 10, 14, 19, 23, and 27 weeks of the feeding period. Blood (EDTA), plasma (EDTA), and serum samples for hematology and biochemical tests were collected 24 hours after fasting. Hematology and biochemical tests were conducted by Clinical Pathology Laboratory, Inc. (http://www.patho.co.jp/index.html) (Kagoshima, Japan) using standard clinical methods.

### MIAME compliance and data availability

The microarray experiments described in this manuscript were MIAME compliant and the raw data have been deposited in the Gene Expression Omnibus (GEO) database (Accession number GSE 32616, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE32616.

### Preparation of samples and microarray assays

Whole blood samples for microarray analyses were collected from each subject in PAXgene™ tubes (Qiagen/BD GmbH, UK), incubated at room temperature for 4 hours for RNA stabilization, and then stored at −80°C. RNA was extracted from whole blood using the PAXgene™ Blood RNA System Kit (Qiagen GmbH, Germany) according to the manufacturer's guidelines. RNA from white blood cells was extracted from whole blood samples using a LeukoLOCK Total RNA Isolation kit (Ambion, Austin, TX). Isolations were performed according to the manufacturer's protocol. The quality of the purified RNA was verified using an Agilent® 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). RNA concentrations were determined using a NanoDrop® ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE). Fluorescent cyanine 3-CTP–labeled cRNA was used for hybridization onto porcine oligo microarray slides (#G2519F#20109, Agilent Technologies) containing 43,603 oligonucleotide probes at 65°C for 17 h. The hybridized microarray slides were washed according to the manufacturer's instructions and were scanned with an Agilent DNA Microarray Scanner (#G2565BA, Agilent Technologies) at 5-µm resolution. The scanned images were analyzed numerically using Agilent Feature Extraction Software version 9.5.3.1. (Agilent Technologies).

### Microarray data analysis

Normalized data using quantile normalization were analyzed using GeneSpring GX software version 10.0.1 (Agilent Technologies). The Gene Ontology (GO) Database (http://www.geneontology.org/) was used to categorize gene expression profiles functionally. GO terms were obtained from the TIGR pig gene indices, Porcine version 14.0 3-11-10 (http://compbio.dfci.harvard.edu/cgi-bin/tgi/gimain.pl?gudb=pig). The TC Annotator List includes the gene number and the GO terms. Out of the 43,603 probes used in the Agilent porcine microarray (#G2519F#20109), GO annotations were available for 6,019 genes. Microarray cDNA probes were classified according to GO terms for different biological processes.

For the microarray data analyses, we focused particularly on the variation of dietary-related gene expression profiles. Initially, microarray spots of interest were divided into 2 groups: “absent” and “present,” using the flag values provided by the scanner. Background levels were determined from the spots outside of the gene probing area. “Absent” was assigned to spots with a signal intensity that was less than that of the background level, while the rest were marked “present.” Only data for “present” spots were used for the analyses.

The intensity ratio of white blood cell gene expression to that of whole blood is a contribution indicator for white blood cell RNA to whole blood RNA. The relation of tissues or organs ESTs to the white blood cell contribution indicator was examined. To focus on obesity-related organs, i.e., the liver, adipose tissue, and muscle, the relative EST numbers of these organs to blood ESTs for each gene were calculated using EST profiles from the Unigene NCBI database of the transcriptome. An EST profile breakdown of 22,000 porcine genes by body site is available, comprising 40 organ types, such as the lung, ovary, liver, adipose tissue, muscle, and blood. The profiles show gene expression patterns inferred from EST counts and cDNA library sources (http://www.ncbi.nlm.nih.gov/UniGene/).

### Statistical analysis

Continuous variables were analyzed using a 1-way factorial ANOVA followed by a Tukey-Kramer multiple comparisons test for multiple groups. After excluding the unexpressed genes from each set of array data, Pearson correlation coefficients were calculated to identify similarities in gene expression among individuals. Pearson correlation coefficients were analyzed by a 1-way factorial ANOVA using Fisher's Z-transform to normalize the correlation distribution.

Correlations were considered statistically significant for ANOVA tests among all groups and *t*-tests between 2 groups when p<0.05. All values were expressed as non-transformed mean (standard deviation (SD)). Genes with a fold change greater than 2.0 (p<0.05) and less than 0.5 (p<0.05) after 10, 19, and 27 weeks were identified. These genes were mapped to the Gene Ontology and KEGG pathway in the Database for Annotation, Visualization and Integrated Discovery (DAVID Bioinformatics Resources 6.7, National Institute of Allergy and Infectious Diseases, http://david.abcc.ncifcrf.gov/) [31], [32]. Chi-square tests were performed for feature extractions of GO terms. The expected values were the number of up- and down-regulated genes bearing all GO annotations, and the observed values were specific to each GO term. Simple linear regressions were performed for the scatter plots to obtain the slopes and intercepts, and the significance of each regression slope was verified.

### Ethical considerations

All experimental protocols were approved by the Committee for the Care and Use of Experimental Animals at AIST (Permit Number: 2009-055A).

## References

[1] Lissner L, Heitmann BL (1995). Dietary fat and obesity: evidence from epidemiology.. Eur J Clin Nutr.

[2] Radonjic M, de Haan JR, van Erk MJ, van Dijk KW, van den Berg SAA (2009). Genome-wide mRNA expression analysis of hepatic adaptation to high-fat diets reveals switch from an inflammatory to steatotic transcriptional program.. PLoS ONE.

[3] Russell JC, Proctor SD (2006). Small animal models of cardiovascular disease: tools for the study of the roles of metabolic syndrome, dyslipidemia, and atherosclerosis.. Cardiovasc Pathol.

[4] Oron-Herman M, Kamari Y, Grossman E, Yeger G, Peleg E (2008). Metabolic syndrome: comparison of the two commonly used animal models.. Am J Hypertens.

[5] Kobari Y, Koto M, Tanigawa M (1991). Regression of diet-induced atherosclerosis in Güttingen Miniature Swine.. Lab Anim.

[6] De Keyzer D, Karabina SA, Wei W, Geeraert B, Stengel D (2009). Increased PAFAH and oxidized lipids are associated with inflammation and atherosclerosis in hypercholesterolemic pigs.. Arterioscler Thromb Vasc Biol.

[7] Orbe J, Rodriguez JA, Calvo A, Grau A, Belzunce MS (2001). Vitamins C and E attenuate plasminogen activator inhibitor-1 (PAI-1) expression in a hypercholesterolemic porcine model of angioplasty.. Cardiovasc Res.

[8] de Smet BJ, Kuntz RE, van der Helm YJ, Pasterkamp G, Borst C (1997). Relationship between plaque mass and neointimal hyperplasia after stent placement in Yucatan micropigs.. Radiology.

[9] Bowles DK, Heaps CL, Turk JR, Maddali KK, Price EM (2004). Hypercholesterolemia inhibits L-type calcium current in coronary macro-, not microcirculation.. J Appl Physiol.

[10] Yin W, Liao D, Kusunoki M, Xi S, Tsutsumi K (2004). NO-1886 decreases ectopic lipid deposition and protects cells in diet-induced diabetic swine pancreatic.. J Endocrinol.

[11] Zhang C, Yin W, Liao D, Huang L, Tang C (2006). NO-1886 upregulates ATP binding cassette transporter A1 and inhibits diet-induced atherosclerosis in Chinese Bama minipigs.. J Lipid Res.

[12] Lunney JK (2000). Advances in swine biomedical model genomics.. Int J Biol Sci.

[13] Simon GA, Maibach HI (2000). The pig as an experimental animal model of percutaneous permeation in man: qualitative and quantitative observations – an overview.. Skin Pharmacol Appl Skin Physiol.

[14] Vodicka P, Smetana K, Dvoránková B, Emerick T, Xu YZ (2005). The miniature pig as an animal model in biomedical research.. Ann N Y Acad Sci.

[15] Schook LB, Beever JE, Rogers J, Humphray S, Archibald A (2005). Swine Genome Sequencing Consortium (SGSC): a strategic roadmap for sequencing the pig genome.. Comp Funct Genomics.

[16] Archibald AL, Bolund L, Churcher C, Fredholm M, Groenen MA (2010). Pig genome sequence–analysis and publication strategy.. BMC Genomics.

[17] Williams-Devane CR, Wolf MA, Richard AM (2009). Toward a public toxicogenomics capability for supporting predictive toxicology: survey of current resources and chemical indexing of experiments in GEO and ArrayExpress.. Toxicol Sci.

[18] Pennie W, Pettit SD, Lord PG (2004). Toxicogenomics in risk assessment: an overview of an HESI collaborative research program.. Environ Health Perspect.

[19] Tong W, Cao X, Harris S, Sun H, Fang H (2003). ArrayTrack–supporting toxicogenomic research at the U.S. Food and Drug Administration National Center for Toxicological Research.. Environ Health Perspect.

[20] Min JL, Barrett A, Watts T, Pettersson FH, Lockstone HE (2010). Variability of gene expression profiles in human blood and lymphoblastoid cell lines.. BMC Genomics.

[21] Takahashi J, Misawa M, Iwahashi I (2011). Oligonucleotide microarray analysis of age-related gene expression profiles in miniature pigs.. PLoS ONE.

[22] Cobb JP, Mindrinos MN, Miller-Graziano C, Calvano SE, Baker HV (2005). Application of genome-wide expression analysis to human health and disease.. Proc Natl Acad Sci USA.

[23] Kopreski MS, Benko FA, Kwak LW, Gocke CD (1999). Detection of tumor messenger RNA in the serum of patients with malignant melanoma.. Clin Cancer Res.

[24] Lo KW, Lo YMD, Leung SF, Tsang YS, Chan LY (1999). Analysis of cell-free Epstein-Barr virus associated RNA in the plasma of patients with nasopharyngeal carcinoma.. Clin Chem.

[25] Poon LL, Leung TN, Lau TK, Lo YM (2000). Presence of fetal RNA in maternal plasma.. Clin Chem.

[26] Hotamisligil GS (2006). Inflammation and metabolic disorders.. Nature.

[27] Hayashi Y, Kajimoto K, Iida S, Sato Y, Mizufune S (2010). DNA microarray analysis of whole blood cells and insulin-sensitive tissues reveals the usefulness of blood RNA profiling as a source of markers for predicting type 2 diabetes.. Biol Pharm Bull.

[28] Roberts CK, Barnard RJ, Liang KH, Vaziri ND (2002). Effect of diet on adipose tissue and skeletal muscle VLDL receptor and LPL: implications for obesity and hyperlipidemia.. Atherosclerosis.

[29] Krotkiewski M (1994). Role of muscle morphology in the development of insulin resistance and metabolic syndrome.. Presse Med.

[30] Hornshøj H, Conley LN, Hedegaard J, Sørensen P, Panitz F (2007). Microarray expression profiles of 20.000 genes across 23 healthy porcine tissues.. PLoS One.

[31] Huang da W, Sherman BT, Lempicki RA (2009). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists.. Nucleic Acids Res.

[32] Dennis G, Sherman BT, Hosack DA, Yang J, Gao W (2003). DAVID: Database for Annotation, Visualization, and Integrated Discovery.. Genome Biol.

How the deposited data were processed for this re-analysis (not part of the article)

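Gene expression was measured on 45 Agilent porcine microarrays, read in 1 colour, of whole blood from weeks 10, 19 and 27 and of white blood cells from week 27 of the diets, in pigs on the control, HFCD and HFCSD diets. Samples were grouped by the labels deposited with them (sample type, feeding period and diet). The groups hold 4 arrays each, 3 for HFCSD in whole blood at 19 weeks and for HFCD and HFCSD in whole blood at 27 weeks; the paper's methods name 5 pigs per diet. No sample was left out of the reported fits.

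The authors scanned the arrays and deposited the spot intensities that Feature Extraction wrote (version 10.5.1.1 and scanner G2505C in the files), in which the software had subtracted the background within each array. The deposited series table holds intensities on a linear scale that the authors had quantile normalized over the arrays in GeneSpring, and was used only as an alternative, after taking log2. Of the 45220 spots of an array, 1417 are control spots and were left out, and the other 43803 belong to 43603 probes, of which 50 have several spots. The processed intensities were put on the log2 scale and quantile normalized over all 45 arrays, spots marked as outliers by the software (1 to 31 per array) were left out, and the spots of a probe were averaged. No spot was saturated. A spot was present where the software marked it as well above background, which held for 15494 to 23344 spots per array (median 19242). For 11893 to 19015 spots per array the software had put an estimate of the noise in place of the signal, and changes among such dim spots cannot be read with precision.

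A probe entered a comparison if it was present on every usable array of at least 1 of the groups compared, with at least 2 usable arrays per group. Work was done with R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Each of 8 comparisons set 1 diet against control within 1 sample type and feeding period, with limma on the 3 diet groups and Benjamini-Hochberg adjustment at 0.05. Differences between changes (white blood cells minus whole blood at 27 weeks, and 27 minus 10 weeks in whole blood) were tested in limma as contrasts of such contrasts. Counts by the paper's criterion used a fold of 2 or 0.5 and the methods' t-test at an unadjusted 0.05. Similarity was tested by permutation of the diet labels of the arrays over all assignments, and adjusted over 9 comparisons. For a correlation with the share of spots, the values were permuted over the arrays in 100000 draws. Ratios of white blood cells to whole blood were sorted at 0.2, 0.5 and 0.8.

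Lists of genes were tested with camera, with its correlation between genes estimated from the data, on the mean of the probes of each gene, and with fry as an alternative: 14 lists of cholesterol biosynthesis, LXR targets, interferon-induced genes, erythroid cells, platelets, neutrophils, T cells, B cells, monocytes, liver, adipose tissue, skeletal muscle, smooth muscle and vessel wall, and ribosomal proteins, in 8 comparisons, 101 tests with at least 2 genes. No list passed the adjusted threshold with camera, and 16 tests in 7 comparisons did with fry, for HFCSD in whole blood at 27 weeks the lists of cholesterol biosynthesis and LXR targets. ABCA1, which the study named from these arrays, is in the list of LXR targets, LPL is in those of LXR targets and adipose tissue, and DES is in those of skeletal and smooth muscle.

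Gene symbols came from RefSeq accessions, gene names and descriptions in the array annotation, which named 2904 probes of 1868 genes. Of the 120 identifiers in Tables 13 to 16 of the paper, 0 matched an identifier of the array files, so 21 of their 22 gene symbols were matched by name. Genes named in the text were taken only from these: the 3 genes the paper names as ranked highest, the genes of Tables 13 to 16 with a symbol, in each comparison the 2 largest rises and 2 largest falls past adjustment whose diet arrays all lay beyond all control arrays, and of a list the 3 members with the largest change, of which 1 is not reported here. Not all of them are named, and of probes without a gene name at most 2 that rose and 2 that fell are.

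Alternatives were the 75th percentile of each array in place of quantile normalization, normexp with an offset of 50, the deposited series table, quantile normalization over the arrays of a fit, the weaker flag for presence, no filter on dim probes, probes present on every array, Spearman's correlation, the replicate number or the slide or scan day as a block, only the 2 groups compared, all 45 arrays in 1 fit, the methods' tests, permuting the labels of 1 sample type only, each array left out in turn, and, chosen after seeing the data, the share of spots well above background as a covariate. The arrays came on 16 slides and were scanned on 5 days; white blood cells and whole blood were scanned on different days and extracted with different kits, so sample type and batch cannot be told apart. The tests with limma and camera and that of similarity were tested on simulated data. For limma, 200 probes were changed and the noise was drawn independently for each probe. The test of similarity within and between diet groups had 100 data sets per case. The test across sample types had fewer, and only the whole blood labels were permuted there, not those of both sample types as in the reported test. Counts were compared with those of other splits of the arrays, all 35 or 100 drawn ones. The gene ontology categories, the EST profiles and the probes of Tables 13 to 16 without a symbol are not analysed here.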

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

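The tests for an exchange of a control and a diet array on all 5 arrays below, the scan day test of control replicate 1 at 19 weeks, and the tests for a dim array and for a wrong diet label of HFCD replicate 1 at 19 weeks were chosen only after the result was seen; so were the covariate fit and the test of control replicate 4 against the HFCSD arrays.

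Of 9 groups of 4 arrays, 5 had an array whose mean correlation with its own group lay so far from the others that the gap, divided by the range of the group, exceeded Dixon's 95% critical value for 4 samples. Chance gives this in about 1 in 20 groups. The mean correlations of a group share pairs, so the values of a group are not independent, and how often chance gives such an array in this measure was not computed. No biological explanation was tested for these 5 arrays, since the design names no difference between animals of a diet.

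HFCSD replicate 2 in whole blood at 10 weeks had a gap over range of 0.831, with a mean correlation of 0.963 with its group. Its share of spots well above background was 37.1%, below the 41.5% to 48.1% of the other HFCSD arrays. Over the 12095 probes that are bright on the arrays, the gap over range was 0.785, below the critical value. Its mean correlation there, 0.970, was still the lowest, against 0.976 for the next array. Weak probes on a dim array may therefore be a part of the source, and are not shown to be all of it. An exchange with a control array is argued against by its ABCA1 log2 intensity of 11.65, among the diet arrays, where all controls of the period lie at or below 9.65. Its mean correlation of 0.955 with the arrays of its slide lay no further from the 0.957 (SD 0.0256) with other arrays than their spread, which argues against the slide.

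Control replicate 4 in whole blood at 27 weeks had a gap over range of 0.877 and a mean correlation of 0.944 with the other controls. Its share of spots well above background was 38.9% against 46.5% to 50.2%, and over the bright probes the gap over range was 0.802. Its mean correlation of 0.958 with the 2 other arrays of its slide exceeded the 0.942 (SD 0.00727) with other arrays by more than their spread. Over the bright probes its mean correlation, 0.947, was still the lowest, against 0.967 for the next control, so weak probes are not shown to be the whole source. Both weak probes on a dim array and the slide may have a part in it, and these tests do not separate them. An ABCA1 log2 intensity of 9.85, within the controls, argues against an exchange with a diet array.

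HFCD replicate 2 in white blood cells at 27 weeks had a gap over range of 0.840 and a mean correlation of 0.942 with its group. The gap over range was 0.890 over the bright probes, and its share of spots well above background, 45.9%, lay within the 43.4% to 47.1% of its group, which argues against weak probes on a dim array. The tests argue against an exchange with a control (ABCA1 log2 intensity 12.66, among the diet arrays) and against the slide (0.945 with the arrays of its slide, 0.941 with others, SD 0.0235). A property of this sample or of its preparation stays open and was not tested.

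Control replicate 1 in whole blood at 19 weeks had a gap over range of 0.911 and a mean correlation of 0.935 with the other controls. It was scanned on another day than controls 2 to 4, together with the diet arrays. If the scan day were the source, it would be closer to the diet arrays of its day than the other controls are. Its mean correlation with the diet arrays was 0.939, between the 0.955, 0.944 and 0.937 of controls 2 to 4, which argues against the scan day as the whole cause. Weak probes on a dim array are argued against by a gap over range of 0.870 over the bright probes, and an exchange with a diet array by an ABCA1 log2 intensity of 9.14, below all diet arrays. The slide cannot be told apart from the array, because only 1 other array shares it (correlation 0.969).

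HFCD replicate 1 in whole blood at 19 weeks had a gap over range of 0.902 and a mean correlation of 0.867 with the other HFCD arrays. It had the highest share of spots well above background of its group, 43.5% against 37.6% to 40.1%, and a gap over range of 0.883 over the bright probes, so a dim array and its weak probes are argued against. With an ABCA1 log2 intensity of 12.32 it lay above all controls, which argues against an exchange with a control. Its mean correlation with the HFCSD arrays, 0.942, was higher than with its own group, but lay below the 0.956 of the lowest pair within HFCSD. Control replicate 1 of this feeding period lay lower still with its own group, at 0.935, so such a comparison cannot decide on a label. A wrong label between these diets is therefore not excluded. Only 1 other array shares its slide (correlation 0.946), so the slide cannot be told apart from the array.

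In the HFCSD group at 27 weeks, the change from control differed between whole blood and white blood cells for 281 of 20379 probes in limma's test of the difference itself, with 82 changes higher and 199 lower in white blood cells. As large a number came from 6 of 100 drawn splits of the arrays, the real one included, and the highest number in another split was 1769, so chance cannot be excluded. The count was 38 without whole blood HFCSD replicate 1, 1044 without whole blood HFCSD replicate 3 (559 higher and 485 lower) and 1118 with the slide as a block. In simulations of 200 probes with a difference of 2 on the log2 scale and noise independent between probes, 52.5% were recovered and 6.25% of the calls were false. The HFCSD whole blood arrays also had a low share of spots well above background, and control replicate 4, with a like share, lay at a median position of 0.51 between the other controls (0) and the HFCSD arrays (1) on the probes changed under HFCSD in whole blood, so a technical part of this difference may exist. A difference between the sample types in the response to the diet stays open.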

How the results depend on the processing

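The fits with the share of spots well above background as a covariate were tests chosen only after the result was seen; all other alternatives were set before the data were examined. The balance of higher and lower probes reversed for some counts, and the larger reversals are given with them. Where a value below moved and nothing else is said, the cause was not tested.

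Similarity of arrays. Across the 9 comparisons of similarity, 74 of 75 values under another setting and 111 of 112 values without 1 array stayed on the same side of 0.05. The exceptions were the methods' ANOVA for whole blood against white blood cells, with a p of 0.000300, which treats the pairs as independent, and whole blood at 27 weeks between diet groups without HFCSD replicate 2, with a permutation p of 0.0746 (lowest permutation p without 1 array 0.000794). Of the other settings for whole blood against white blood cells, the highest permutation p, 0.907, came from permuting only the white blood cell labels.

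Counts by limma with adjustment. Of 104 counts under another setting, 63 lay within 1.5 times the reported count, 31 were lower and 10 higher. With all 45 arrays in 1 fit, which adds arrays to the estimate of the spread, the counts rose to 5 for HFCSD at 10 weeks, 525 for HFCD and 326 for HFCSD at 19 weeks, and 6 for HFCD at 27 weeks in whole blood, and to 9 for HFCD and 79 for HFCSD in white blood cells. With only the 2 groups compared in the fit, they were 8 for HFCD at 10 weeks (3 higher and 5 lower), 7 for HFCD at 19 weeks (2 and 5) and 1 for HFCSD in white blood cells. With the methods' t-test and Benjamini-Hochberg adjustment, 142 probes passed for HFCSD in whole blood at 27 weeks and 3 for HFCD in white blood cells. In the other 6 comparisons 0 passed by that test. Unadjusted, under 0.05, 1595 and 294 probes had passed at 10 weeks for HFCD and HFCSD, 1837 and 2768 at 19 weeks, 1011 at 27 weeks for HFCD, and 1982 for HFCSD in white blood cells. In simulations of 200 probes changed by 2 on the log2 scale in whole blood at 27 weeks under HFCSD, on 17135 probes, this test recovered 28.5% and limma 72%.

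Without the filter on dim probes, which raises the number of tests to 43603, the counts were 2 for HFCD at 10 weeks, 5 for HFCD and 454 for HFCSD at 27 weeks in whole blood and 2 for HFCD in white blood cells. With “present” read from the weaker flag (signal positive and significant against background) they were 5 for HFCD at 27 weeks and 3 for HFCD in white blood cells. For HFCSD at 19 weeks limma passed 0 probes without the filter (3596 at an unadjusted p under 0.05), with the weaker flag (2832) and with the 75th percentile of each array in place of quantile normalization (1791). With normexp, which subtracts the local background, it passed 1, and 3 for HFCD in white blood cells. With probes present on every array, 3 passed for HFCD at 10 weeks. With the slide or scan day as a block, 3 passed for HFCD and 2 for HFCSD in white blood cells, 0 for HFCSD at 10 weeks (336 at an unadjusted p under 0.05) and 0 for HFCD at 19 weeks (974). For HFCSD in whole blood at 27 weeks the median change over all genes was -0.21, and -0.22 with the 75th percentile. The split of 1161 higher and 663 lower there became 1948 and 471 with the slide as a block.

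With the share of spots well above background as a covariate, limma passed 0 probes for HFCSD at 27 weeks (2839 at an unadjusted p under 0.05) and 0 for HFCD at 19 weeks (1474), and 2 each for HFCD at 10 weeks and in white blood cells. For HFCSD at 27 weeks the median size of the reported changes fell from 1.70 to 1.11 in that fit.

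With each array left out in turn, the counts lay between 2 (without HFCD replicate 1) and 7 for HFCD and between 0 (without control replicate 2; 541 at an unadjusted p under 0.05) and 3 for HFCSD at 10 weeks. At 19 weeks they lay between 0 (without control replicate 4; 1293 unadjusted) and 7 for HFCD and between 0 (without control replicate 2; 1900 unadjusted) and 3 for HFCSD. At 27 weeks the range was 2 to 6 for HFCD. For HFCSD at 27 weeks it was 95 (without control replicate 1) to 2834 (without control replicate 4), with 104 without HFCSD replicate 1 and 118 without HFCSD replicate 2, of which 51 and 55 were higher. For white blood cells the range was 2 to 4 for HFCD and 2 (without control replicate 2) to 59 (without HFCSD replicate 2) for HFCSD.

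Counts by the paper's criterion. Of 48 counts under another setting, 21 lay within 1.5 times, 8 were lower and 19 higher. In the order HFCD and HFCSD at 10 weeks, at 19 weeks, at 27 weeks and in white blood cells, the counts without the filter on dim probes were 655 and 208, 1150 and 1637, 471 and 3392, and 231 and 542. With the weaker flag they were 629 and 187, 1075 and 1623, 468 and 3260, and 221 and 522. Both settings add dim probes. With normexp, which shrinks the folds of dim probes, they were 91 and 6, 177 and 149, 114 and 983, and 50 and 86. There, 918 probes rose and 65 fell for HFCSD at 27 weeks, 47 rose and 3 fell for HFCD in white blood cells, and 75 rose and 11 fell for HFCSD in white blood cells. With limma's unadjusted p and the same folds, 485 passed for HFCD and 37 for HFCSD at 10 weeks, and 487 for HFCD at 27 weeks, where 338 rose and 149 fell, the reverse of the 87 and 191 by the paper's criterion. Without 1 array the range was 221 to 863 for HFCD at 10 weeks (highest without HFCD replicate 2), 22 to 42 for HFCSD at 10 weeks, 337 to 912 for HFCD and 573 to 1190 for HFCSD at 19 weeks, and 149 to 739 for HFCD at 27 weeks (highest without HFCD replicate 1). For HFCSD at 27 weeks, 1528 to 3039, all within 1.5 times. For white blood cells it was 76 to 246 for HFCD and 204 to 654 for HFCSD, both highest without control replicate 1. The balance reversed without some arrays: without HFCD replicate 1, 534 rose and 205 fell for HFCD at 27 weeks and 374 rose and 330 fell for HFCD at 19 weeks, and without control replicate 1, 92 rose and 154 fell for HFCD and 215 rose and 439 fell for HFCSD in white blood cells. For HFCSD at 19 weeks, where 437 rose and 448 fell, more probes rose than fell with limma's unadjusted p (537 and 397), the weaker flag (874 and 749), no filter on dim probes (886 and 751) and in 4 of 7 fits without 1 array. In the simulations on 4 comparisons, 35% to 72.3% of the probes passing this criterion had not been changed. Of those passing limma with adjustment, 0% to 6.76% had not. These shares depend on the 200 probes changed and on noise drawn independently for each probe. Shifts common to many probes of an array were not simulated, so the shares are not rates of false calls in these data.

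Differences between changes. For HFCSD, the 281 probes whose change differed between whole blood and white blood cells (82 higher in white blood cells, 199 lower) became 86 with the 75th percentile (14 and 72), 838 with normexp (160 and 678), 148 with probes present on every array (25 and 123), and 1118 with the slide as a block. Without 1 array the count was 38 (without whole blood HFCSD replicate 1) to 1044 (without whole blood HFCSD replicate 3, with 559 higher and 485 lower, a reversed balance). For HFCD it was 0 by limma under every setting (136 to 815 at an unadjusted p under 0.05) and 1 at most without 1 array. Between 10 and 27 weeks in whole blood, limma passed 0 probes for both diets (520 and 2670 at an unadjusted p under 0.05), but 1 for HFCD and 6 for HFCSD both without the filter and with the weaker flag. Without 1 array, 0 to 1 passed for HFCD and 0 to 3 for HFCSD.

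Ratios and lists. The shares of probes with a ratio of white blood cells to whole blood below 0.5 in control, HFCD and HFCSD fell to 10.9%, 12.0% and 15.0% without the filter on dim probes and to 7.82%, 9.04% and 10.3% with normexp. Without 1 array, the HFCSD share was 17.7% to 19.5%. For the cholesterol list (HFCSD vs control, whole blood, 27 weeks), the mean log2 change was -1.15 with a p of 0.000767 by fry, -0.79 with a p of 0.0233 by camera without the filter on dim probes, and -0.51 with normexp. The camera p-value of the other settings lay between 0.0699 and 0.192. Without 1 array, the mean was -1.36 (without HFCSD replicate 3) to -0.88 (without HFCSD replicate 1, camera p of 0.0323). By fry 16 of 101 tests of lists and comparisons had an adjusted p under 0.05, against 0 by camera, whose smallest adjusted p was 0.226.

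Single probes. Of 231 values of the named probes under another setting, 181 stayed on the same side of the threshold, 43 were no longer past it and 7 newly passed it. Of 247 values without 1 array the numbers were 149, 94 and 4.

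Replicate numbers. Arrays of whole blood and white blood cells with the same number deviated together with a mean correlation of 0.0800 (-0.437 to 0.467 over 10 pairs, 6 of them over 0.1). Between weeks 10 and 19, 10 and 27, and 19 and 27 of whole blood the means were 0.203, 0.179 and 0.200, against -0.0691, -0.0591 and -0.0740 for pairs with different numbers, with 7 of 11, 6 of 10 and 7 of 10 over 0.1. Arrays of different diets with the same number cannot be of the same animal. In whole blood at 10 weeks their mean was 0.212, with 8 of 12 over 0.1. At 19 weeks, at 27 weeks and in white blood cells it was -0.133, -0.00531 and -0.0430. A like number can therefore go with likeness that is not due to the animal. Not every pair was over 0.1 and the labels name no animals, so the numbers were not taken as pairs. That some of them mark the same animal between weeks is not excluded. With the replicate number as a block, limma passed 0 probes for HFCD at 19 weeks (1705 at an unadjusted p under 0.05), for HFCSD at 19 weeks (1305) and for HFCD at 27 weeks (1343), and 3 for HFCSD in white blood cells. For HFCSD in whole blood at 27 weeks it passed 1952, with 1546 higher and 406 lower.

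Signal over background. The median ratio of spot signal to background was 1.25 to 1.74 on whole blood arrays and 2.03 to 2.19 on white blood cell arrays, and on the median array 43.9% of the spots were well above background. Changes among the remaining spots were not detectable with the filter on dim probes. In simulations, a change of 1 on the log2 scale was recovered by limma for 36% of 200 probes in whole blood under HFCD at 10 weeks (17767 probes), 0% under HFCSD at 19 weeks (17178 probes) and 27 weeks (17135 probes) and 20% in white blood cells under HFCSD (19105 probes).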

Differences from the paper's values

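No test in this part was chosen after the result was seen, and all alternatives named here, with the fits that leave out 1 array, were set before the data were examined.

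The paper's text gives 27 mean correlation coefficients, each with an SD, and 5 differ from those computed here by more than the larger SD. For HFCSD in whole blood at 19 weeks, the paper's value is 0.95 within the group and the value here is 0.964 (SD 0.00786). Of 7 alternatives, Spearman's correlation gave a value within the paper's error, 0.953, and the other 6 did not; of 11 fits with 1 array left out, the one without HFCSD replicate 1 did. For HFCSD in whole blood at 27 weeks, the paper's value is 0.98 and the value here is 0.965 (SD 0.0110). Of 7 alternatives only normexp, with 0.972, came within the paper's error, and of 10 fits with 1 array left out the one without HFCSD replicate 3.

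For whole blood with white blood cells at 27 weeks, the paper's value for control is 0.83 and the value here is 0.880 (SD 0.0332). Of 8 alternatives, the correlation over probes present on all 45 arrays, 0.857, and Spearman's correlation, 0.855, came within the error; the other 6, and all 22 fits with 1 array left out, did not. The paper's value for HFCD is 0.79 and the value here is 0.870 (SD 0.0355). The same alternatives came within the error, with 0.847 and 0.842, and of the 22 fits with 1 array left out only the one without whole blood HFCD replicate 1 did. The paper's value for HFCSD is 0.74 and the value here is 0.825 (SD 0.0302). None of the 8 alternatives, which gave 0.796 to 0.906, and none of the 22 fits with 1 array left out came within the error.

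Of 36 fold changes in Tables 13 to 16 of genes matched by symbol, 2 differ, both for ROMO1 in whole blood at 27 weeks. The paper's fold change under HFCD is 4.7, and the value here, the geometric mean over 4 probes, is 1.89 (1.28 to 5.90 for single probes). Under HFCSD the paper's fold change is 16.9 and the value here is 3.95 (2.04 to 23.8 for single probes). None of the 7 alternatives came within the limits, with 1.77 to 2.09 under HFCD and 3.77 to 4.61 under HFCSD. The symbol does not say which of the 4 probes the paper lists.

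The paper states that the correlation of whole blood with white blood cells differed significantly between control and HFCSD. With the labels of the arrays permuted, the p for a difference between the diets was 0.194, and 0.148 for control against HFCSD. The methods' ANOVA, run on the pairs as if independent, does call a difference between the diets, with a p of 0.000300. For whole blood at 27 weeks, where the paper reports a significant difference between kinds of pair, the permutation p of 0.0181 calls it as well, and the p of 0.163 adjusted over 9 comparisons does not.

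The paper says that ABCA1 ranked highest together with other genes during the diet. Among the probes that rose by its criterion, ABCA1 was at places 8, 5, 11, 6, 8, 476, 4 and 37 in the order HFCD and HFCSD at 10, 19 and 27 weeks in whole blood and in white blood cells, that is within the first 11 in 6 of 8 comparisons.

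The methods name another version of Feature Extraction and another scanner than the settings stored in the array files, which are version 10.5.1.1 and model G2505C.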

Other observations

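The tests of the slide and of the normalization as explanations for HFCSD in whole blood at 27 weeks, whose fits had been set in advance for all comparisons, and the tests of a low share of spots well above background were chosen only after the result was seen, as were the fit with that share as a covariate and the tests of a score against the share on other arrays.

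Whether other splits of the same arrays give as many changed probes was counted over all 35 splits of each comparison. For HFCSD in whole blood at 27 weeks, 1 of 35 splits, the real one, had 1824 or more, and the next split, with 1733, set control replicate 4 and the HFCSD arrays against controls 1 to 3. For HFCSD at 10 weeks and at 19 weeks in whole blood and for HFCD and HFCSD in white blood cells it was also 1 of 35 splits, the real one, but with 2 to 7 probes against 1 to 3 in another split. In all 5 of these, 1 of 35 is the smallest share that can be had, and over 8 comparisons it excludes chance only weakly. The splits take no account of slide or scan day. For HFCSD at 10 weeks limma passed 0 probes with the slide as a block (336 at an unadjusted p under 0.05) and without control replicate 2 (541), and the methods' t-test with adjustment 0. At 19 weeks, where controls 2 to 4 were scanned on another day than the diet arrays, it passed 3 with the scan day as a block, but 0 without control replicate 2 (1900 at an unadjusted p under 0.05). For HFCD chance could not be excluded in whole blood at 10 weeks (3 of 35 splits), 19 weeks (2 of 35) and 27 weeks (2 of 35). The other split at 19 weeks, with 1800 probes, set controls 2 to 4 and HFCD replicate 1 against the other arrays and so followed the scan day apart from HFCD replicate 1. With the scan day as a block 0 probes passed limma's adjustment, and 974 had an unadjusted p under 0.05. The other split at 27 weeks, with 985 probes, set controls 1 to 3 and HFCD replicate 1 against the rest. For the cholesterol list under HFCSD at 27 weeks, 1 of 35 splits, the real one, had a camera p as small. Where limma found 0 probes (the difference between sample types for HFCD, and between 10 and 27 weeks for either diet), all 100 of 100 drawn splits have as many by necessity, so the splits say nothing there. Unadjusted, 268, 520 and 2670 probes had passed.

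The many changed probes under HFCSD in whole blood at 27 weeks were weighed against several explanations. The slide is argued against, since the count was 2419 with the slide as a block. Quantile normalization as the whole cause is argued against by a count of 1924 with the 75th percentile of each array in its place. HFCSD replicate 1 alone is argued against, since the count of 104 without it is close to the 118 without HFCSD replicate 2 and the 95 without control replicate 1. RNA of liver, adipose tissue or muscle in the blood stays open. Of 37 marker genes of these tissues, 23 were well above background on no HFCSD array and 9 on all of them. Of the 2 erythroid marker genes on the array, 1 was on no HFCSD array either, so absence on a probe decides little. All 3 liver genes tested rose (mean log2 change 1.02), the 2 adipose genes fell (mean -0.44) and the skeletal muscle genes moved both ways (-0.96 to 1.60). The median ratio of white blood cells to whole blood over 4 liver genes was 0.930 in control and 0.523 in HFCSD, where single genes ran from 0.145 to 2.32. Platelet RNA cannot be told apart, since the markers moved both ways (camera p of 0.695; log2 changes of -1.61 to 2.37). A lower share of white blood cell RNA cannot be told apart either: the markers of T cells moved both ways, with a mean of 0.26 (-0.24 to 1.36), as did those of neutrophils, with a mean of 0.13 (-0.70 to 1.17), and the means for monocytes and B cells were -0.19 and -0.79.

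A low share of spots well above background on the HFCSD arrays is a candidate explanation. It was 38.8% to 39.7% on these arrays. Control replicate 4, with 38.9%, lay at a median position of 0.51 between the other controls (0) and the HFCSD arrays (1), on the 2834 probes called without it. The HFCD arrays, which entered the choice of these probes only through limma's estimate of the spread, lay at 0.12 (share 48.9%), 0.78 (43.6%) and 0.48 (46.0%). With the share as a covariate limma passed 0 probes, with 2839 at an unadjusted p under 0.05, and the covariate takes part of any change that goes with the share. The diet and the share go together in this group, so a low share that results from the diet is not excluded.

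If the changes were specific to HFCSD at 27 weeks, they would not follow the share on other arrays. A score of each array, the mean of 578 raised minus that of 357 lowered probes, was set against the share in the arrays of the other feeding periods and of white blood cells. With the means of the diets removed, at 10 weeks r was -0.635 over 12 arrays (permutation p = 0.0286, adjusted over 6 relations 0.0467) and rho -0.636 (permutation p = 0.0306, adjusted 0.0559), and r was -0.810 without the 2 arrays farthest from the median share. For white blood cells r was -0.800 over 12 arrays (permutation p = 0.00166, adjusted 0.00996) and rho -0.818 (permutation p = 0.00201, adjusted 0.0121), and r was -0.758 without 2 arrays. At 19 weeks r was -0.569 over 11 arrays (permutation p = 0.0668, adjusted 0.0668) and rho -0.491 (permutation p = 0.128, adjusted 0.128), and r was -0.624 without 2 arrays, so this relation failed the adjustment. With the means kept, r was -0.632, -0.644 and -0.561 at 10 weeks, 19 weeks and in white blood cells (permutation p adjusted 0.0467, 0.0467 and 0.0668), rho was -0.594, -0.773 and -0.608 (adjusted 0.0559, 0.0217 and 0.0559), and r without 2 arrays was -0.720, -0.674 and -0.311. The values were permuted over all arrays of a set without regard to diet, so the p-values with the means removed may be too small. The relation within diets in white blood cells argues against changes that are all specific to HFCSD at 27 weeks. At 10 weeks its sign was the same, but rho failed the adjustment. A change of some of these probes with the diet, as for ABCA1, stays open.

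For the lower correlation of whole blood with white blood cells under HFCSD, the white blood cell arrays alone are argued against, since with control whole blood they had a mean correlation of 0.900, above the 0.880 within control. The whole blood arrays alone are consistent with it, since with control white blood cells they had 0.799. Without HFCSD whole blood replicate 1 the mean within HFCSD was 0.843, below the means of 0.870 for HFCD and 0.880 for control. It lay within the range of single pairs of HFCD (0.797 to 0.914) and control (0.817 to 0.919). The permutation p for a difference between the diets was 0.459 without this array, against 0.194 with it. Whether this array alone is the source therefore cannot be decided. The diet and the low share of spots well above background of these whole blood arrays both stay open.

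Other probes among the largest changes past limma's adjustment, with every diet array beyond every control array, were as follows. A_72_P202657 has no gene name here. It rose by 2.58 (log2) under HFCD at 10 weeks, and by 2.82 and 3.00 under HFCD and HFCSD at 19 weeks. The rise was 2.96 under HFCD at 27 weeks, and 2.30 and 2.22 in white blood cells. Under another setting it was as low as 1.24, 1.51, 1.62, 1.71, 1.59 and 1.46 in this order. The limma adjusted p reached 0.0529, 0.126, 0.453, 0.137, 0.116 and 0.0951. For HFCSD at 19 weeks, 3 of 7 other settings and 1 of 7 fits without 1 array passed. A_72_P072951, also unnamed, rose by 1.89 under HFCSD at 10 weeks (limma adjusted p = 0.0106). WNT10B fell by 2.44 under HFCD and by 2.12 under HFCSD at 19 weeks (limma adjusted p = 0.00935 and 0.0394; up to 0.126 and 0.453 under another setting). GUCY1B3 fell by 1.48 under HFCD at 10 weeks (limma adjusted p = 0.0154; up to 0.518 under another setting). Under HFCSD in whole blood at 27 weeks, 1 probe of ROMO1 rose by 4.57 (limma adjusted p = 0.00607; 0.00449 to 0.0169 under 7 other settings) and its other 3 probes by 1.16, 1.17 and 1.03, with adjusted p of 0.0664, 0.0572 and 0.0711. GRK7 rose by 3.88 (limma adjusted p = 0.00915; up to 0.0279). The unnamed probe A_72_P420624 was well above background on 0 of 3 HFCSD arrays and was at least 1.28-fold lower than in control. SQLE fell in white blood cells, by 1.48 under HFCD and by 1.62 under HFCSD (limma adjusted p = 0.0383 and 0.0185; up to 0.178 and 0.135), with 1 and 3 of 8 fits with an array left out past adjustment. These ranges leave out the fits with the share of spots well above background as a covariate. There ROMO1 and GRK7, as all probes under HFCSD in whole blood at 27 weeks, did not pass adjustment. Neither did WNT10B under either diet, GUCY1B3, or SQLE under HFCD. A_72_P202657, as all probes under HFCD in whole blood at 19 weeks, did not pass there either. SQLE under HFCSD in white blood cells did pass.

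Of the genes with a symbol in Tables 13 to 16, which the study chose on these arrays, so that a count over them is not independent evidence, 12 of 28 probes passed over all probes under HFCSD in whole blood at 27 weeks and 20 adjusted over the list alone, 14 higher and 6 lower. Under HFCD, 1 of 30 passed over all probes and 22 adjusted over the list alone, 16 higher and 6 lower.

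For the other lists of genes under HFCSD in whole blood at 27 weeks, no adjusted camera p was under 0.226. The LXR targets had a mean log2 change of 1.66 over 5 genes (limma adjusted p = 0.226 with camera and 0.0130 with fry). The mean was 0.69 for 20 interferon-induced genes (limma adjusted p = 0.514 with camera), 1.02 for 3 liver genes (0.444), -0.44 for 2 adipose genes (0.748), 0.23 for 5 skeletal muscle genes (0.741), -0.32 for 7 genes of smooth muscle and vessel wall (0.970), where mean and test differ in sign, -0.03 for 13 ribosomal proteins (0.846), where they do as well, and -0.36 for 7 platelet genes (0.813). The adjusted camera p was 0.728 for T cells, 0.844 for neutrophils, 0.767 for B cells and 0.846 for monocytes. Of the erythroid list 1 gene was tested, with a log2 change of -0.63 and no set test. The median was below 0 where the mean was above 0 for neutrophil and skeletal muscle genes. In the other 7 comparisons the mean of the LXR targets, which include ABCA1, was 0.46 (with a median of -0.14 and 2 of 5 genes higher) and 0.41 for HFCD and HFCSD at 10 weeks, 0.55 and 0.53 at 19 weeks, 1.13 for HFCD at 27 weeks, and 0.59 and 0.74 in white blood cells. For the interferon-induced genes it was 1.14 and 0.52, 1.16 and 0.80, 1.16, and 1.14 and 0.70 in the same order.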
